# Molecular Profiling Defines Evolutionarily Conserved Transcription Factor Signatures of Major Vestibulospinal Neuron Groups

**DOI:** 10.1523/ENEURO.0475-18.2019

**Published:** 2019-02-27

**Authors:** Anders Lunde, Benjamin W. Okaty, Susan M. Dymecki, Joel C. Glover

**Keywords:** brainstem, hindbrain, projection, projection neurons, vestibulospinal

## Abstract

Vestibulospinal neurons are organized into discrete groups projecting from brainstem to spinal cord, enabling vertebrates to maintain proper balance and posture. The two largest groups are the lateral vestibulospinal tract (LVST) group and the contralateral medial vestibulospinal tract (cMVST) group, with different projection lateralities and functional roles. In search of a molecular basis for these differences, we performed RNA sequencing on LVST and cMVST neurons from mouse and chicken embryos followed by immunohistofluorescence validation. Focusing on transcription factor (TF)-encoding genes, we identified TF signatures that uniquely distinguish the LVST from the cMVST group and further parse different rhombomere-derived portions comprising the cMVST group. Immunohistofluorescence assessment of the CNS from spinal cord to cortex demonstrated that these TF signatures are restricted to the respective vestibulospinal groups and some neurons in their immediate vicinity. Collectively, these results link the combinatorial expression of TFs to developmental and functional subdivisions within the vestibulospinal system.

## Significance Statement

The molecular underpinnings of hodological and functional subdivisions within brainstem-to-spinal cord projection neurons are poorly understood. Transcriptomic profiling is an important step toward obtaining a molecular characterization of individual projection neuron groups and identifying candidate genes potentially involved in their specification. Here we use this approach to identify transcription factor signatures conserved in mouse and chicken that distinguish the two major vestibulospinal projection neuron groups and define coherent subpopulations within them, using whole-transcriptome sequencing and immunohistofluorescence combined with retrograde tracing.

## Introduction

Projection neurons in the brainstem represent the major source of descending inputs to spinal circuits and comprise a large set of neuron groups with diverse functions. Their original anatomic classification led to the definition of projection systems such as the reticulospinal, vestibulospinal, tectospinal, and rubrospinal. Many of these are markedly heterogeneous, composed of distinct subpopulations with differing projection pathways, spinal targets, and functional roles. How this diverse collection of projection neuron groups arises and collectively regulates spinal function is poorly understood. A key element in understanding this lies in the molecular programs that specify neuron groups within each projection system. A first step toward elucidating such programs is to identify molecular signatures that distinguish the different neuron subpopulations.

The vestibulospinal (VS) projection is one of the better characterized brainstem projection systems, and plays a central role in the control of posture and movement. VS neurons receive direct and indirect input from the peripheral vestibular organs, and innervate alpha motoneurons in the spinal cord monosynaptically and polysynaptically, permitting rapid regulation of musculature in response to movements of the head and body (Grillner et al., 1970; Akaike, 1983; Uchino and Kushiro, 2011; Di Bonito et al., 2015; Kasumacic et al., 2015; Murray et al., 2018). VS neurons also receive inputs from the cerebellum and from other brainstem regions through which their activity can be integrated more broadly into ongoing motor control.

The classical description of the VS system has included the unilaterally projecting lateral vestibulospinal tract (LVST) and the bilaterally-projecting medial vestibulospinal tract (MVST). We showed earlier that the LVST derives from the ipsilaterally-projecting LVST neuron group and the MVST derives from the distinct ipsilaterally-projecting iMVST and contralaterally-projecting cMVST neuron groups (Glover and Petursdottir, 1988, 1991; Díaz et al., 1998, 2003; Pasqualetti et al., 2007; Kasumacic et al., 2010; Di Bonito et al., 2015). These groups differ not only in axonal trajectory but also in developmental origins, locations and spinal termination patterns. The LVST neuron group derives from hindbrain rhombomere (r)4, lies primarily within the lateral vestibular nucleus, and projects along an initially lateral trajectory within the hindbrain and then down the length of the spinal cord. The iMVST neuron group derives from r6 and lies primarily within the descending vestibular nucleus, whereas the cMVST neuron group derives from r4 and r5 and overlaps the lateral, medial and descending vestibular nuclei. Both project in the medial longitudinal fascicle (MLF; respectively, ipsilaterally and contralaterally) to cervical and upper thoracic spinal segments. Axons from all three groups synapse on motoneurons and premotor interneurons, with clear examples of differential targeting (Shinoda et al., 2006; Kasumacic et al., 2010, 2015). A fourth VS group, originating from the more caudal portion of the posterior vestibular nucleus, is less well characterized (Peterson and Coulter, 1977; Peterson et al., 1978; Donevan et al., 1992).

The LVST and cMVST neuron groups are the largest of the VS groups and the most clearly conserved across the vertebrate radiation, having been described in mammals, birds, amphibians, and fish (mouse: Pasqualetti et al., 2007; chicken: Glover and Petursdottir, 1988; frog: Straka et al., 2001; fish: Glover and Fraser, unpublished observations; Suwa et al., 1996). Their different anteroposterior and dorsoventral origins, axon trajectories, and termination patterns suggest that they are genetically programmed by specific profiles of transcription factor (TF) expression (Auclair et al., 1999; Glover, 2000b; Cepeda-Nieto et al., 2005). An initial effort at profiling the expression of TFs in VS neurons was made by Chen et al. (2012), who demonstrated that the TFs Lbx1 and Phox2a/b are expressed by a population of VS neurons located in the lateral vestibular nucleus (LVN) of the mouse during embryonic development. The LVN contains the LVST group and also portions of the cMVST group and is thus hodologically heterogeneous (Díaz et al., 2003). To better define how TF expression relates to these VS groups, more comprehensive expression analysis is necessary.

Here, we use whole-transcriptome sequencing of LVST and cMVST neurons isolated from mouse and chicken embryos, followed by immunohistochemical validation, to define specific TF profiles distinguishing the LVST and cMVST groups. Immunohistochemical assessment from spinal cord to cortex shows that these TF signatures are restricted to the LVST and cMVST groups plus a few vicinal neurons. Additional TFs define spatially coherent subpopulations within these groups. These results expand our understanding of the molecular identity of VS neuron groups, provide a first step toward unraveling transcriptional heterogeneity within them, and suggest testable hypotheses about potential fate-specifying programs.

## Materials and Methods

### Animal handling and dissection

All animal procedures were approved by the Norwegian Animal Research Authority (Forsøksdyrutvalget, FDU ID 8473) and performed in accordance with the University of Oslo animal care committee's regulations and followed the Federation of European Laboratory Animal Science Associations (FELASA) guidelines. In compliance with these regulations, all efforts were made to minimize the number of mice used and their suffering. Unless otherwise noted, experiments were performed on mice of either sex from the Crl:CD1(ICR) line (RRID:IMSR_CRL:22). For r4 lineage tracing, the *b1r4-Cre* transgenic line (Di Bonito et al., 2013), which expresses c*re recombinase* exclusively in r4 under the control of the *Hoxb1* r4 enhancer (Studer et al., 1994), was used in combination with the *Ai14* Cre reporter line harboring a loxP-flanked STOP cassette preventing transcription of a CAG promoter-driven red fluorescent protein variant (tdTomato; strain 7914, Jackson Laboratories), both of either sex. The morning of vaginal plug observation was defined as embryonic day (E)0.5. Pregnant dams were anesthetized with isoflurane before cervical dislocation. Dissected embryos were kept in ice-cold (4°C), oxygenated (95% O_2_-5% CO_2_), artificial CSF [ACSF; containing the following (in mm): 128 NaCl, 3 KCl, 11 d-glucose, 2.5 CaCl_2_, 1 MgSO_4_, 1.2 NaH_2_PO_4_, 5 HEPES, and 25 NaHCO3]. Brainstems with cervical spinal cord were dissected out in cold ACSF under a dissection microscope.

Fertilized Ross II chicken eggs of either sex, acquired from Nortura, were stored at 14°C, and incubated at 37.5°C in a humidified forced draft incubator, counting start of incubation as incubation day (d)0. On the day of dissection, eggs were cracked open and embryos transferred to ice-cold (4°C), oxygenated (100% O_2_), chicken ringer solution containing the following (in mm): 137 NaCl, 5 KCl, 11 d-glucose, 2 CaCl_2_, 1 MgSO_4_, 1 NaPO_4_ buffer, pH 7.4, and 5 HEPES. Embryo stage was determined according to Hamburger and Hamilton (1992), with d7.5 and d9 corresponding to stages HH30 and HH35, respectively. Brainstems with cervical spinal cord attached were dissected out under a dissection microscope.

### Retrograde labeling with conjugated dextran amines

Isolation of LVST and cMVST neurons for RNA sequencing requires that they first be selectively retrogradely labeled via their axons to the spinal cord. To determine the earliest stages at which reliable retrograde labeling of LVST and cMVST neurons could be obtained, we performed such labeling at different stages and anteroposterior levels in mouse and chicken embryos. We found that the LVST group could be well labeled from cervical level (C)1 at E12.5 in the mouse and at d6 (HH stage 28) in the chicken. By contrast, we found that the cMVST group could not be well labeled from C1 until much later, but that we could label cMVST neurons as early as E13.5 in the mouse and d7.5 in the chicken, if tracer was applied in the MLF midway between cranial nerve nVIII and C1 (mid-medulla oblongata). To minimize sample variation within each species, we chose E13.5 in mice and d7.5 in chicken to retrogradely label both VS groups for manual cell isolation and RNA sequencing, applying tracer at C1 for the LVST, and the mid-medulla oblongata for the cMVST. For immunohistofluorescence, we always retrogradely labeled the LVST group from C1 regardless of stage, and we labeled the cMVST group from mid-medulla oblongata at E13.5 but from C1 at all later stages.

Vestibulospinal neurons were retrogradely labeled for manual cell isolation with tetramethylrhodamine-conjugated dextran amine (RDA; 3 kDa; Invitrogen), or for immunohistofluorescence with a 1:1 mixture of fluorescein dextran amine (FDA; 3 kDa; Invitrogen) and biotin dextran amine (BDA; 3 kDa; Invitrogen) or pure BDA (Glover, 1995; Auclair et al., 1999). For labeling LVST neurons, a hemi-transection of the ventral half of the spinal cord was made at C1, and several small crystals of conjugated dextran amines were applied successively for at least 4 min to the transection. Preparations were then incubated in room temperature oxygenated ACSF or chicken ringer for at least 7 h for immunohistofluorescence, or at least 3 h for manual cell isolation. For labeling cMVST neurons, conjugated dextran amine crystals were applied to a hemi-transection of the brainstem, extending from the midline to ∼400 μm laterally, at the level midway between cranial nerve nVIII and C1. Tracer application at C1 is preferable, because it limits labeling to bona fide vestibulospinal axons, as opposed to axons that might terminate within the medulla. Thus, to control that this more rostral application did not label other neuron populations in the vicinity of the cMVST, we applied RDA unilaterally at C1, waited 6 h, and then applied FDA/BDA to the MLF on the same side at the mid-medullary level, in d11 chicken embryos (*n* = 2) and postnatal day (P)1 mice (*n* = 3). At these late stages most cMVST neurons have extended their axons to C1, and neurons labeled exclusively from mid-medulla could be quantified (FDA/BDA positive, RDA negative). In the chicken, 22 and 26%, and in the mouse, 14, 15, and 22% additional cells were labeled in the area of the cMVST from the mid-medullary compared with the C1 application. The additional cells for the most part were interspersed among the cMVST neurons labeled from C1 and appeared to be part of the same coherent neuron group (see Fig. 1-1), confirming that mid-medullary labeling does not lead to contamination of the cMVST group by non-cMVST neurons in that region.

### RNA sample acquisition

Retrograde labeling was performed with RDA as described above, with the addition of control lesions to minimize labeling of unwanted axonal pathways. The control lesions were performed within 10 min after RDA application, and only after complete removal of RDA from the preparation by focal superfusion followed by washing the preparation at least three times with ACSF or chicken ringer. After 3 h of incubation, tissue chunks restricted as closely as possible to the labeled LVST or cMVST groups were carefully dissected out, and placed in 1 mg/ml Pronase (Sigma-Aldrich) in ACSF or chicken ringer for 10 min at RT. Tissue was washed for 10 min in ACSF or chicken ringer, triturated to complete dissociation and dissociated RDA-labeled neurons manually sorted as described by Hempel et al. (2007). The isolated neurons were transferred to RNA extraction buffer (PicoPure RNA Isolation Kit; Applied Biosystems), heated for 30 min at 42°C, and stored at −80°C.

We chose control tissue to include genes that would likely be commonly expressed at the same levels as the VS groups along the anteroposterior (AP) or the dorsoventral (DV) axis (note that in the hindbrain, the DV axis is anatomically displaced to the lateromedial axis, because of the dorsal opening of the fourth ventricle). Caudal control samples consisted of manually sorted nonfluorescent cells from a region (spanning 3–4 rhombomeres) immediately caudal to the LVST neuron group, and thus at a similar DV level. They were collected from the same preparations as the LVST neuron samples and contained only a few hundred cells each. Medial control samples were collected as bulk tissue from separate preparations, after bilateral RDA labeling from C1, with the sample extent delimited rostrocaudally and laterally by the locations of the RDA-labeled LVST and cMVST neuron groups, and thus derived from the same AP level (see Fig. 2*A*). Because they were bulk tissue samples, they contained many thousands of cells. The medial control samples were lysed directly after dissection, without trituration and dissociation of cells. In the mouse, we collected 6 LVST, 3 cMVST, 4 caudal control, and 4 medial control biological replicates. In the chicken, we collected 4 LVST, 4 cMVST, and 4 medial control biological replicates, but no caudal control samples. Each biological replicate was processed and sequenced independently, with ∼110 cells on average collected for each LVST and cMVST replicate. cMVST replicates each contained neurons pooled from at least three retrogradely labeled preparations, whereas each LVST replicate was obtained from a single preparation.

### RNA sequencing

mRNA was converted to cDNA and amplified with the Ovation RNA-seq System v2 kit (Nugen). Following amplification, cDNA was fragmented (∼250 bp) using a Covaris S2 sonicator, and ∼50 ng of fragmented cDNA was introduced into the Ovation Ultralow DR Multiplex System (Nugen) to generate bar-coded libraries. Quantification and quality control were assessed using Bioanalyzer 2100 (Agilent Technologies) and qPCR. Fifty base pair, single-end reads were generated on an Illumina HiSeq2500 platform for 2 of the mouse LVST samples and 2 of the caudal control samples, whereas 75 bp single-end reads were generated on an Illumina NextSeq500 for all other samples. Sequencing depth was minimum 19 million reads per sample. RNAseq data files have been uploaded to the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/; Accession number GSE125197).

### RNAseq data analysis: mapping and alignment, dendrograms, clustergrams, MDS plots

Sequencing data in FASTQ format were aligned to the mouse genome (mm9) using the RUM pipeline v1.11 (Grant et al., 2011) or to the chicken genome (Galgal5) using the STAR aligner (Dobin et al., 2013). Genome feature quantification for mouse data were performed with RUM, using RefSeq annotations, and for chicken data with STAR using the Gallus_gallus.Gallus_gallus-5.0.93.gtf annotation file downloaded from Ensembl.org. Normalization of read counts, multidimensional scaling, and differential expression analyses were performed using edgeR (Robinson et al., 2010). Hierarchichal and biclustering were performed in MATLAB. Further details of analyses pertinent to figures is given in the figure legends. TFs were defined by Gene Ontology class 6355 (regulation of transcription, DNA templated). Identification of chicken-mouse TF orthologues (Fig. 3-1) was done in Ensembl Biomart (https://www.ensembl.org/biomart) using the “multi species comparisons” tool.

### Immunohistofluorescence

Retrogradely labeled brainstems were immersion fixed in 4% paraformaldehyde in PBS at 4°C for 30 min (embryonic preparations), or 1 h (d11 chicken, P1 mouse), then washed in PBS, sequentially incubated in 20% and 30% sucrose in PBS to equilibration, embedded in Tissue-Tek OCT embedding compound (Sakura), frozen in liquid nitrogen, and sectioned transversely at 14 μm using a cryostat. Sections were stored at −20°C or used directly. For immunohistofluorescence, sections were washed once in PBS for 5 min, once in 0.1% Tween 20 in tris-buffered saline (TBST) for 5 min, blocked in 10% normal donkey serum in TBST (blocking buffer) for 30 min at RT, incubated with primary antibodies in blocking buffer overnight at 4°C, and washed three times 5 min in PBS. They were then incubated with secondary antibodies, and/or fluorophore-conjugated streptavidins, and counterstained with 1 μg/ml Hoechst 33342 (Sigma-Aldrich) in TBST for 1 h at RT, washed three times 5 min in PBS, and mounted under coverslips in 1:1 PBS–glycerol or gelatin–H_2_O–glycerol 7 × *g*:42 ml:50 ml. Primary antibodies used are listed in Table 1. Secondary antibodies and fluorophore-conjugated streptavidins were obtained from Jackson Immuno Research and ThermoFisher Scientific, with secondary antibodies dilluted 1:1000 and streptavidin 1:500.

**Table 1.** Primary antibodies used

**Antigen**	**Immunogen**	**Host species**	**Reactivity**	**Source**	**Catalog#**	**RRID**	**Dillution**	**References**
Casz1^a^	Human Casz1 peptide	Rabbit	N/A	Rockland	600-401-B62S	AB_1961496	1:3000	
Esrrg	AA 2–100 of human Esrrg	Mouse	Mouse, chicken	R&D systems	PP-H6812-00	AB_2100280	1:1000	
Evx1^a^	AA 1–192	Rabbit	N/A	Dr. Martyn Goulding	N/A	N/A	1:300	(Moran-Rivard et al., 2001)
Evx2	AA 92–102 of mouse Evx2	Guinea pig	Mouse	Dr. Ryuichi Shirasaki	N/A	N/A	1:6 000	(Inamata and Shirasaki, 2014)
FoxP2	A peptide near N-terminus of human Foxp2	Goat	Mouse, chicken	Santa Cruz Biotechnology	sc-21069	AB_2107124	1:500	
Lbx1	Full-length mouse Lbx1	Guinea pig	Mouse, chicken	Dr. Thomas Müller	N/A	N/A	1:30,000	(Müller et al., 2002)
Lhx1/5	AA 1–360 of rat Lhx5	Mouse	Mouse, chicken	DSHB	4F2	AB_531784	1:15	(Tsuchida et al., 1994)
Maf	AA 150–200 of mouse Maf	Rabbit	Mouse, chicken	Bethyl Laboratories	A300-613	N/A	1:2000	
Myc^a^	AA 408–439 of human Myc	Mouse	N/A	DSHB	9E 10	AB_2266850	N/A	
Myc^a^	Full-length human Myc	Rabbit	N/A	Millipore	06-340	AB_310106	1:1000	
Myc^a^	AA ∼1–100 of human Myc	Rabbit	N/A	Abcam	ab32072 (Y69)	AB_731658	1:18,000	
Onecut1	Mix of AA 11–53 and 63–81 of mouse Onecut1	Guinea pig	Mouse	Dr. Frédéric Clotman	N/A	N/A	1:5000	(Espana and Clotman, 2012)
Onecut1	AA 11–110 of human Onecut1	Rabbit	Mouse, chicken	Santa Cruz Biotechnology	sc-13050	AB_2251852	1:300	
Onecut2	AA 185–326 of human Onecut2	Sheep	Mouse	R&D systems	AF6294	AB_10640365	1:500	
Onecut3	AA 23–333 of mouse Onecut3	Guinea pig	Mouse	Dr. Frédéric Clotman	N/A	N/A	1:6000	(Pierreux et al., 2004)
Phox2b	A peptide near N-terminus of human Phox2b	Goat	Mouse	Santa Cruz Biotechnology	sc-13224	AB_2251852	1:1000	
Phox2b	N/A	Rabbit	Chicken (mouse untested)	Dr. Jean-François Brunet	N/A	N/A	1:20,000	Unpublished
Pou3f1	A peptide near C-terminus of human Pou3f1	Goat	Mouse	Santa Cruz Biotechnology	sc-11661	AB_2268536	1:500	

a Antibodies that stained most cells in the hindbrain, or had excessive background signal. AA, Amino acids; DSHB, Developmental Studies Hybridoma Bank; N/A, not available.

### Imaging and quantification of TF expression

For assessment of colocalization and for quantification of TF expression in VS neurons, confocal *Z*-stacks of 2 μm optical sections were acquired from every other transverse section throughout the level of the VS groups (typically 10–15 sections) with Zeiss LMS510 meta, Zeiss LSM700, or Zeiss LSM710 microscopes, using N.A. 1.3 oil or N.A 1.2 water 40× objectives. Colocalization was determined manually, with care taken not to count VS neurons that lacked nuclear Hoechst staining (false-negatives), and avoiding false-positives arising from stacked cells in the *z*-axis (colocalization in *x*-*y* plane but not *z*-axis). This was facilitated by a customized ImageJ (Schneider et al., 2012) macro, which converted manually thresholded colocalized Hoechst and retrograde labeling signals to outlines, which were then superimposed onto contrast-enhanced immunostained images, from which positive and negative neurons for each TF could be counted.

Because of variability in their expression levels, Onecut1, 2 and 3 were quantified in the mouse LVST group both in terms of numbers of neurons and immunostaining intensity. This was done by measuring fluorescent signal intensity (average pixel value) in every retrogradely labeled VS neuron in every fourth transverse section per embryo. Positive versus negative immunostaining was determined using a per embryo threshold value, setting a value that distinguished two distinct populations, one corresponding to negative or very weakly stained neurons, the other more intensely stained neurons.

Counts and *x*-*y*-*z* coordinates of all neurons immunostained for a given TF were obtained from at least three embryos per TF at each stage. Coordinates were plotted as 2D scatterplots and min–max normalized histograms for each cardinal axis using MATLAB Release 2015b (MathWorks).

### CNS-wide triple and quadruple TF colocalization analysis, and 3D reconstruction

To determine the location and uniqueness of TF signatures, large-scale 3D reconstructions covering the entire brainstem, and (where necessary) the cerebrum and portions of the spinal cord, were generated from images acquired with a Axio Scan Z1 microscope (Zeiss), or a Panoramic Midi microscope (3D Histech) with N.A. 0.8 air 20× objectives. Colocalization for each combination of TFs was evaluated in 14 μm immunostained cryosections, in at least three individual embryos. Inspection and counting was done in either the left or the right half of at least every sixth transverse section of the brainstem, and where necessary, every sixth parasagittal section of the cerebrum, and at least three transverse sections each from the lumbar, cervical, and thoracic spinal cord. Identification of neurons with triple- or quadruple-colocalized TFs was done by thresholding individual imaging channels either manually or using the built-in automatic local threshold plugin in ImageJ. The resulting masks were applied to successive AND operations with the ImageJ image calculator until a single mask of potential colocalized TF pixels was generated. This mask was used as an aid in locating colocalized TFs, but care was taken to verify the validity of each thresholded channel against the original image, and manual inspection was employed where thresholding failed or was uncertain. 3D scatterplots with hindbrain outlines were generated using ImageJ to extract coordinates of colocalized staining and tissue contours from transverse sections. These were then plotted using MATLAB Release 2015b (MathWorks), with the alphashape and 3D scatterplot functions. For quantifying colocalization of retrogradely labeled LVST neurons and Phox2b/Esrrg/Maf, or r5-cMVST neurons and Evx2/Esrrg/Maf, only Phox2b- (LVST marker) or Evx2- (r5-cMVST marker) positive neurons were considered, to avoid counting neurons that lacked nuclei (false-negatives).

## Statistical table

Statistical analyses were conducted in the R software v3.3.3 (https://www.r-project.org/) and MATLAB Release 2015b (MathWorks). Two-sample Kolmogorov–Smirnov tests were calculated with the MATLAB function kstest2. See the RNAseq data analysis paragraph in Materials and Methods for additional details on RNAseq data analysis (Table 2).

**Table 2.** Statistical table

**Data structure**	**Parameter tested**	**Type of test**	***P***	**Figure**
RNAseq data passing filter (counts per million > 1 in at least 3 samples), grouped by sample type	Gene counts	Gene by gene ANOVA-like differential abundance analysis to test for differences between any sample groups using edgeR	FDR < 0.1	Used as filter criteria in 3, and 2-1*A*,*B*. Specific values listed in 2-2, 2-3. For 2*F*,*G* a more stringent threshold of FDR < 5e−4 was used.
Two independent samples: r5 and r4 cMVST cell population, pooled normalized data from *n* = 3 animals.	Esrrg fluorescence intensity	Two-sample Kolmogorov–Smirnov test	3.6e-7	7*C*

## Results

### The LVST and cMVST are hodologically distinct neuron groups with limited spatial overlap

We first characterized the spatial relationships of the LVST and cMVST neuron groups by retrograde labeling and confocal microscopy. Differential retrograde labeling of the LVST and cMVST with conjugated dextran amines in the mouse embryo never led to double-labeled neurons (Fig. 1), demonstrating that the LVST and cMVST neuron groups are hodologically distinct, as previously demonstrated in the chicken embryo (Díaz et al., 2003). However, there was some spatial overlap, in which ∼ 20% of cMVST neurons were located within the domain of the LVST group (Fig. 1). This highlights the need for an approach employing retrograde labeling and cell sorting to purify these neuron groups before transcriptomic characterization.

**Figure 1.**
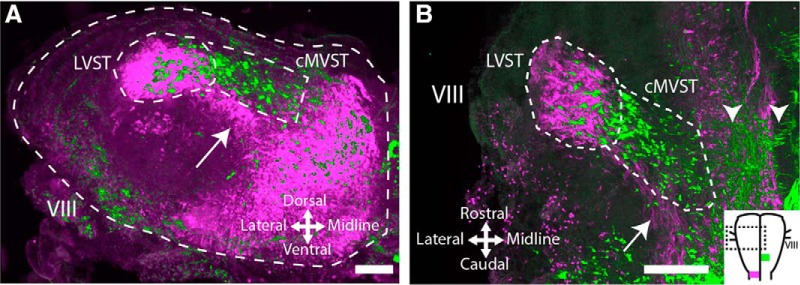
Spatial relationship between LVST and cMVST neuron groups. Differential retrograde labeling in the E13.5 mouse of LVST with RDA (pseudocolored magenta; applied unilaterally at C1), and cMVST with BDA/FDA (pseudocolored green; applied contralaterally at mid-medulla; ***B***, inset). Structures visible in the green channel have been superpositioned on structures visible in the magenta channel for clarity. ***A***, Overlay of 17 serial transverse sections spanning the rostrocaudal extent of the LVST/cMVST groups. Dotted white outlines show the section perimeter (outer) and the principal domains of the LVST and cMVST groups. LVST axons (arrow) course medioventrally to the LVST group. In this preparation, only 26 of 44 cMVST neurons that appear to be within the domain of the LVST group in the image projection are in fact intermingled with LVST neurons; the remainder actually lies outside the LVST group domain. ***B***, Overlay of nine frontal sections spanning the dorsoventral extent of the LVST/cMVST groups. LVST axons (arrow) course mediocaudally to the LVST group. Arrowheads indicate cMVST axons crossing the midline. In the inset, the dashed box shows the location of the full image, and magenta and green indicate dextran amine injection sites. VIII, Eighth cranial nerve entry site. Scale bar, 200 μm. See Figure 1-1, retrograde labeling from the mid-medulla does not label outside of the cMVST group.

10.1523/ENEURO.0475-18.2019.f1-1 Figure 1-1 Retrograde labeling from mid-medulla does not label outside of the cMVST group. cMVST group in the d11 chicken embryo retrogradely labeled from C1 (***A***), and mid-medulla (***B***). cMVST group in the P1 mouse retrogradely labeled from C1 (***C***), and mid-medulla (***D***). Scale bar, 200 μm. Download Figure 1-1, TIF file.

### Global RNAseq profiles of LVST and cMVST neuron groups reveal differential transcript abundance across numerous genes, including those encoding TFs

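Transcripts of retrogradely labeled vestibulospinal neurons and of control cells or tissue were counted in 29 RNA samples from embryos of 2 species. The mouse samples, from E13.5, were 6 of the LVST group, 3 of the cMVST group, 4 of the caudal control and 4 of the medial control. The chicken samples, from d7.5, were 4 of the LVST group, 4 of the cMVST group and 4 of control tissue. The deposited labels call the chicken control caudal and the paper calls it medial; it is treated here as the medial control, as in the paper. Neurons of the VS groups and cells of the caudal control were dissociated and manually sorted, whereas the medial control was bulk tissue lysed without dissociation. A group difference against the medial control therefore also contains any effect of sorting. Of the mouse samples, 2 of the LVST group and 2 of the caudal control were sequenced on another instrument with shorter reads; the paper's text does not name them, so no value within a sequencing run is given. The authors aligned the mouse reads to the mm9 genome with RUM and counted them on RefSeq transcripts, and aligned the chicken reads to Galgal5 with STAR and counted them on Ensembl genes. The deposited values are read counts without normalization. The mouse file holds 27235 transcript rows for 21756 gene symbols; isoforms of a gene share reads, so the row with the highest total count stood for each gene. The chicken file holds 18346 gene rows. Counts per sample over these gene rows ranged from 6030638 to 19613471 (median 15155598) in the mouse LVST group and from 7209802 to 9104852 (median 7440319) in the mouse cMVST group. They ranged from 4894187 to 13165115 (median 8739251) in the caudal control and from 12637955 to 22490625 (median 14015456) in the mouse medial control. In the chicken they ranged from 5682736 to 10646679 (median 6454458) in the LVST group, from 5308325 to 10652647 (median 6145114) in the cMVST group and from 8944924 to 11097865 (median 9703238) in the medial control. Between 11550 and 14088 genes had a count in each mouse VS sample and between 16559 and 17340 in each mouse medial control sample. In the chicken these numbers were 8234 to 12118 and 14282 to 14386. The 50 genes with the most counts took 13.9 to 17.0% of a mouse VS sample and 23.7 to 45.6% of a chicken VS sample. Genes with more than 1 CPM in at least 3 samples were kept, 13845 in the mouse and 11988 in the chicken. Each comparison refitted this filter on its own samples. Library sizes were scaled by edgeR's TMM method, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error given with such a fold change was back-calculated, as the absolute log2 fold change over the square root of the F statistic. Levels are given as TPM, computed from the deposited counts and transcript lengths, as mean ± SD over replicates. A count of 0 allows up to 3 counts, which for a transcript of 1 kb is between 0.453 and 1.88 TPM in the mouse samples and between 0.396 and 0.986 TPM in the chicken samples. Such limits, and all errors computed from read counts alone, cover counting error only, since reads amplified by PCR are not independent molecules.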

Having determined the appropriate early stages for manual cell sorting following retrograde labeling (mouse E13.5, chicken d7.5; see Materials and Methods) we performed RNAseq on samples from the LVST group, the cMVST group, and control tissue located medially or caudally to the VS groups (Fig. 2A). We selected these control samples to distinguish VS-enriched transcripts from those commonly expressed at similar AP or DV locations (Fig. 2*A*). Unsupervised clustering algorithms, blinded to labeling strategy, generated groupings that ultimately aligned with labeled hodological identity or regional origin (caudal control and medial control; Fig. 2*B*–*E*). 

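The mouse samples were clustered over all genes that passed the filter, with Ward linkage on 1 minus the Pearson correlation of log2(TPM + 1). The tree was then divided into as many branches as there were groups, and the branches were compared with the group labels by the adjusted Rand index, which is 1 when they coincide. For the mouse the index was 0.733 (one-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The caudal control and the medial control each had a branch of their own, the 6 LVST samples shared a branch with cMVST replicates 1 and 3, and cMVST replicate 2 stood alone. The setting that moved this index most was a pseudocount of 0.1, or equally the 2000 genes of highest variance, under which each of the 4 groups had its own branch (index of 1). It fell to 0.524 with average linkage, where caudal control replicates 3 and 4 shared a branch with the medial control. It fell to 0.481 over genes counted in every sample, a setting chosen after the data were seen, where LVST replicates 1 and 2 shared a branch with the caudal control. For the chicken the index was 0.437 (one-sided permutation test, p = 0.00984). The 4 chicken medial control samples formed a branch, and each of the other branches held samples of both VS groups. Over the 2000 genes of highest variance the chicken index was 0.571, with LVST replicates 1 and 2 on a branch of their own and LVST replicates 3 and 4 on that of all cMVST samples. With average linkage it was -0.0142; LVST replicate 1 and cMVST replicate 2 each stood alone and the other 6 VS samples shared a branch with the medial control. Median Pearson correlations between samples of a group were 0.883 for mouse LVST, 0.815 for mouse cMVST and 0.987 for the mouse medial control. Between mouse LVST and cMVST samples the median was 0.838. In the chicken the medians were 0.799 within the LVST group, 0.805 within the cMVST group, 0.984 within the medial control and 0.777 between the VS groups. With medial control samples, the chicken median was 0.810 for LVST and 0.798 for cMVST samples. Both were above the median between the VS groups. The LVST median with medial control samples was also above that within the LVST group, and the cMVST one was below that within the cMVST group. Spread between the VS replicates lowers these medians too, so they do not rank how alike the groups are. Multidimensional scaling in edgeR used the same numbers of genes as Figure 2D,E. The first dimension, with 32.8% of the mouse variance, placed the VS samples between -2.05 and -1.21 and the control samples between 0.69 and 2.26. In the chicken it held 28.0% and placed the VS samples between -2.07 and -0.91 and the medial control samples between 2.87 and 3.13. The second mouse dimension, with 12.6%, placed the LVST samples between -1.11 and -0.22 and the cMVST samples between 0.39 and 3.49. The second chicken dimension, with 16.8%, placed the LVST samples between 0.09 and 4.64 and the cMVST samples between -3.04 and -0.77.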

Differential expression analysis identified significantly differentially expressed transcripts across retrogradely labeled neuron and control sample groups (Figs. 2*F*,*G*, 3, and Figs. 2-1, 2-2, 2-3).

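A difference between any of the groups was tested for each gene with an ANOVA-like contrast in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the mouse, 6000 genes had an adjusted p-value under 0.1 in this test. With the threshold of 5e-04 used for the clustergrams, and a log2 difference of at least 1 between some pair of groups, 621 mouse genes remained. In the chicken, 2439 genes passed the threshold of 0.1 and 53 the stricter pair of thresholds. The alternative that moved the strict counts most was edgeR's likelihood ratio test, whose statistic the paper's TF tables report. It gave 2206 mouse genes, including all 621, and 1053 chicken genes, including all 53. The counts of 621 and 53 are therefore of another test than the one in the paper's tables, and do not give the size of its clustergrams. Leaving out any 1 of the mouse medial control samples left between 317 and 324 strict mouse genes. For the chicken, leaving out a medial control sample left between 1444 and 1558 genes at the threshold of 0.1 and between 12 and 14 strict genes. The strict chicken count was 22 without LVST replicate 3, LVST replicate 4 or cMVST replicate 1, and 23 without cMVST replicate 4.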

**Figure 2.**
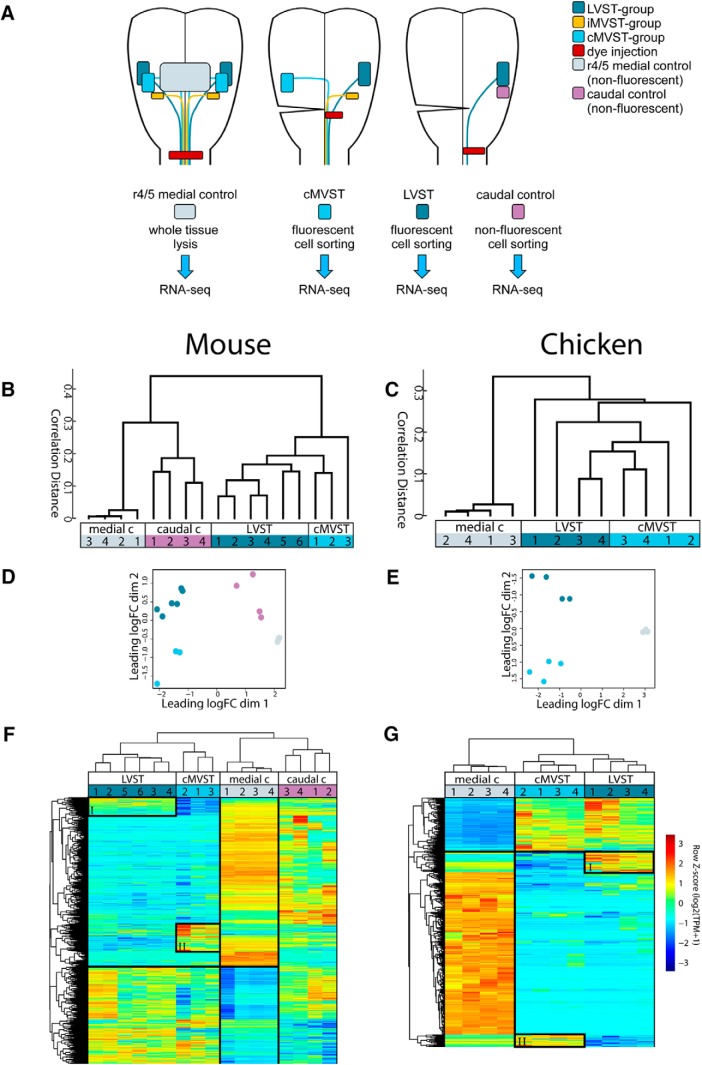
Mouse and chicken vestibulospinal neuron groups cluster separately based on whole-transcriptome gene expression profiles. ***A***, Schematic of E13.5 mouse or d7.5 chicken hindbrain showing anatomic locations of RDA injections, control lesions, and the retrogradely labeled VS neuron groups. LVST and cMVST group samples were dissociated and individual fluorescent cells sorted. Caudal control samples consisted of sorted nonfluorescent cells from a region immediately caudal to the LVST group (only collected in the mouse). Medial control samples consisted of tissue pieces at the same anteroposterior level as the VS neuron groups, laterally delimited by the retrogradely labeled LVST and cMVST groups. ***B***, ***C***, Hierarchical clustering plots showing correlation distance, and incorporating all genes that pass filter (based on cpm > 1 in at least 3 samples, one isoform per gene), the data are log2(TPM +1), distance metric is 1-Pearson correlation, linkage method is “ward”. ***D***, ***E***, Multidimensional scaling plots using the top 2000 highest variance genes (mouse; ***D***), or top 500 highest variance genes (chicken; ***E***), performed in edgeR. ***F***, ***G***, Biclustering of differentially expressed genes (FDR < 0.0005 ANOVA-like analysis and log2 fold-difference >1 between at least 2 sample groups) across samples in mouse (***F***) and chicken (***G***), performed in MATLAB using the clustergram function. Boxes labeled I and II highlight genes that are more abundant, respectively, in LVST than in cMVST samples, and vice versa. The thick black lines separate genes with an overall inverse expression pattern between the medial control and the vestibulospinal groups as a whole. Figure 2-1, RNA levels and fold-changes for all transcripts in LVST versus cMVST groups, normalized to control tissue. Figure 2-2, TPM values and ANOVA-like analysis for TFs from mouse RNAseq data. Figure 2-3, TPM values and ANOVA-like analysis for TFs from chicken RNAseq data.

**Figure 3.**
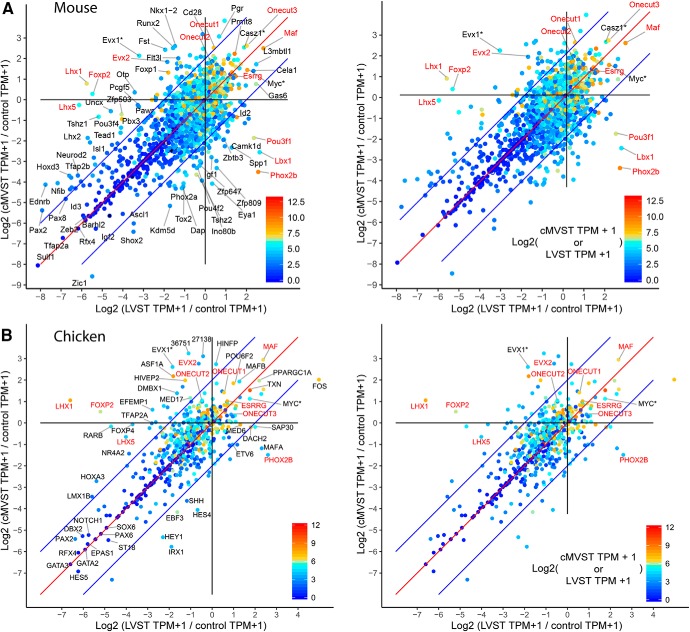
RNA levels and fold-change for TFs in LVST versus cMVST neurons, normalized to control tissue. Top row (***A***) shows mouse and bottom row (***B***) shows chicken data. ***A***, ***B***, Left, Names of genes with significant differential expression (FDR < 0.01, ANOVA-like analysis) and high fold-change between groups. Gene names of those TFs subsequently validated by immunohistofluorescence indicated in red (except for chicken ONECUT2, ONECUT3, and EVX2, for which antibodies were only functional in mouse). Right, Only the latter gene names. Chicken genes prefixed with ENSGALG and leading zeros have been shortened to non-zero digits only. Immunohistofluorescence for the TFs marked with an asterisk (Evx1*, Casz1*, and Myc*) stained most hindbrain cells above background level, and these genes were therefore not analyzed further. The *x*- and *y*-axes show, respectively, increasing levels of expression in the LVST and cMVST groups relative to control. The red diagonal indicates unity, and the color scale represents log2(TPM + 1) for cMVST group for points above the red diagonal, and for LVST group below the red diagonal, i.e., the VS group with the highest TPM value for each gene determines the point color. Genes above the upper blue diagonal have a >4-fold increase of TPM + 1 values for cMVST versus LVST group, and those below the lower blue diagonal have a >4-fold increase of TPM + 1 values for LVST versus cMVST group. For mouse, *n* = 2529 TFs; for chicken, *n* = 620 TFs. Figure 3-1, RNA level comparison of identified mouse/chicken TF orthologs.

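The paper's chicken TF table holds 621 genes, and all of them were matched by Ensembl identifier to the deposited counts; the number of chicken TFs in the legend is the paper's 620. The copy of the mouse TF table used here holds 1858 of the paper's 2529 TFs, so mouse TFs were not counted as a set. Of the chicken TFs, 174 had an adjusted p-value under 0.1 in the ANOVA-like contrast of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Without 1 of the medial control samples this number lay between 130 and 135. The likelihood ratio test, which the paper's table reports, gave 219 TFs with these counts, 214 of them among the 223 that the paper's table lists under the same threshold. Between the LVST and cMVST groups, 486 chicken TFs could be tested. The threshold of 0.05 was passed by 4 of these in edgeR's quasi-likelihood test with adjustment over all genes, and by 11, of which 4 were higher in the LVST group, when adjusted over the list alone. The 4 were LHX1, FOXP2, HIVEP2 and DACH2; HIVEP2 and DACH2 were named after their values were seen. HIVEP2 was lower in the LVST group, with a log2 fold change of -3.08 (standard error 0.376, adjusted p = 6.71e-04), and DACH2 was higher, with 2.30 (standard error 0.452, adjusted p = 0.0392). DESeq2 moved the count most, to 19 TFs including these 4, and it ranged from 3 to 5 over the 8 fits that each left out 1 sample.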

10.1523/ENEURO.0475-18.2019.f2-1 Figure 2-1 RNA levels and fold-changes for all transcripts in LVST versus cMVST, normalized to control tissue. All detected transcripts in mouse (***A***) and chicken (***B***) from RNAseq data (13,844 mouse and 11,982 chicken genes). ***A***, ***B***, Legend as in Figure 3. ***C***, Transcript levels of select highly differentially expressed non-TF genes in individual mouse RNAseq samples. ***D***, Transcript levels of same genes as in ***C*** for individual chicken RNAseq samples. Download Figure 2-1, TIF file.

10.1523/ENEURO.0475-18.2019.f2-2 Figure 2-2 TPM values and ANOVA-like analysis for TFs from mouse RNAseq data. Values calculated with ANOVA-like differential abundance analysis performed in in edgeR. TF inclusion criteria based Gene Ontology class 6355 (regulation of transcription, DNA templated) and counts per million >1 in at least three samples. Columns: (***A***) assigned gene index, (***B***) gene name, (***C***) RefSeq ID, (***D***) transcript length in nucleotides, (***E***) likelihood ratio statistics, (***F***) two-sided *p* value, (***G***) false discovery rate adjusted *p* value, (***H***) LVST mean TPM value, (***I***) cMVST mean TPM value, (***J***) mean caudal control sample TPM value, (***K***) mean medial control sample TPM value, (***L***–***Q***) individual LVST sample TPM values, (***R***–***T***) individual cMVST sample TPM values, (***U***–***X***) individual caudal control sample TPM values, (***Y***–***AB***) individual medial control sample TPM values. Download Figure 2-2, XLSX file.

10.1523/ENEURO.0475-18.2019.f2-3 Figure 2-3 TPM values and ANOVA-like analysis for TFs from chicken RNAseq data. Values calculated with ANOVA-like differential abundance analysis performed in in edgeR. TF inclusion criteria based Gene Ontology class 6355 (regulation of transcription, DNA templated) and counts per million >1 in at least three samples. Columns legend: (***A***) assigned gene index, (***B***) gene name, (***C***) ensembl ID, (***D***) transcript length in nucleotides, (***E***) likelihood ratio statistics, (***F***) two-sided *p* value, (***G***) false discovery rate adjusted *p* value, (***H***) LVST mean TPM value, (***I***) cMVST mean TPM value, (***J***) mean medial control sample TPM value, (***K***–***N***) individual LVST sample TPM values, (***O***–***R***) individual cMVST sample TPM values, (***S***–***V***) individual medial control sample TPM values. Download Figure 2-3, XLSX file.

10.1523/ENEURO.0475-18.2019.f3-1 Figure 3-1 RNA level comparison of identified mouse/chicken TF orthologs. Plots show identified TFs that shared orthologues in mouse and chicken, plotted for Log2(TPM + 1) values, with mouse values on the *x*-axis and chicken values on the *y*-axis, for the LVST groups (***A***) and cMVST groups (***B***). Mouse-distinct TFs are defined as having Log2(TPM + 1) value >4 in mouse, and <1 in chicken, and vice versa. TF gene names (only mouse names used) shown in red indicate TFs whose expression was validated by immunohistofluorescence. Diagonal line shows the linear regression line with slope, intercept and r2 values shown at the top left in each plot. Download Figure 3-1, TIF file.

Clustergrams of differentially expressed genes highlight several inverse patterns between groups (Fig. 2*F*,*G*). The vestibulospinal groups as a whole show an inverse pattern compared with the medial control, as expected from their different dorsolateral origins within the same rhombomeres (r4–r5). 

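Both VS groups of a species, weighted equally, were compared with its medial control. In the mouse, 3602 of 13482 genes differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05, 1605 higher and 1997 lower in the VS groups. In the chicken, 1784 genes differed, 636 higher and 1148 lower, so that 35.7% of the calls were higher in the VS groups. The alternative that moved both counts most was limma's voom with sample weights per group, which gave 5666 mouse genes, including 3554 of the above, and 4587 chicken genes, including 1778. Under it 24.2% of the chicken calls were higher in the VS groups. The chicken count was 1130, 1117 and 1119 without medial control replicate 2, 3 and 4, respectively. The scaling of the libraries set part of the chicken balance, as the median log2 fold change of all genes was -0.13 with TMM and -0.23 with DESeq2's size factors. Among the TFs named for the VS groups, mouse Maf had a log2 fold change of 2.50 (standard error 0.287, adjusted p = 5.67e-05) against the medial control, and Esrrg one of 2.68 (standard error 0.266, adjusted p = 1.66e-05). Against the caudal control, Maf had a log2 fold change of 3.77 (standard error 0.331, adjusted p = 1.70e-06), and Esrrg one of 1.01 (standard error 0.333, adjusted p = 0.0692), which did not pass the threshold. Both controls also contained other cell types. Mki67, a marker of dividing cells, was at 83.8 TPM in the medial control and 56.1 TPM in the caudal control. In the LVST group Mki67 was at 0.0898 TPM and in the cMVST group at 0.0258 TPM.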

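Against the caudal control, which was available only for the mouse, 1104 of 13215 genes differed in the VS groups in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 442 higher and 662 lower. This count was 715, 520 and 662 without caudal control replicate 1, 2 and 3, respectively. A fit that held all mouse groups gave 2277 genes, including these 1104. The caudal and medial controls differed from each other in 3612 of 13338 genes, 2120 higher and 1492 lower in the caudal control. That number fell to between 1954 and 2169 when any 1 of the medial control samples was left out, and to 1297 in the fit that held all mouse groups. The median correlation of LVST samples was 0.807 with caudal and 0.795 with medial control samples, and that of cMVST samples was 0.778 with caudal and 0.811 with medial control samples. Caudal control samples correlated with each other between 0.808 and 0.890, and medial control samples between 0.979 and 0.994.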

The relationship to the caudal control is more complex, likely because the caudal control covered multiple (3–4) rhombomeres and also comprised far fewer cells (manually collected) than the medial control (bulk tissue). 

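The LVST and cMVST groups of each species were compared in a fit that held only these samples. In the mouse, 136 of 12137 genes differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 69 higher and 67 lower in the LVST group. The replicates of the groups did not overlap in any of the 136 genes, and did not overlap in 862, or 7.10%, of all genes tested, where chance gives 2.38%. The alternative that moved this count most was a fit that held all mouse groups, with 740 genes, including 133 of the 136. limma's voom with sample weights per group gave 70 genes, 59 of them among the 136, with 11 higher and 59 lower in the LVST group. It was 87 without LVST replicate 3 or 4 and 83 without cMVST replicate 2. With a cMVST sample left out, genes near 0 in the LVST group could not pass the filter of 3 samples and were not tested. In the chicken, 30 of 10147 genes differed, 17 higher and 13 lower in the LVST group. The chicken groups did not overlap in any of the 30 genes, and in 537, or 5.29%, of all genes tested, against 2.86% by chance. DESeq2 moved the chicken count most, to 194 genes, including 29 of the 30, and it was 16 without LVST replicate 2 or cMVST replicate 1 and 17 without cMVST replicate 4. The 5 genes per direction with the largest fitted fold changes were taken among those past the threshold. Their replicates did not overlap, and they had at least 10 mean CPM in the higher group. Against a group without counts the measured ratio is only a lower bound, so this rule does not rank measured ratios. Mouse Islr2, counted in both groups, had a TPM ratio of 1288 and was not taken. In the mouse, the genes taken for the LVST group were Pi15, Lrig3, Msn, Stra6 and Tnfaip8, which had no count in any cMVST sample. Their TPM was at least 40.1-fold (Pi15), 49.2-fold (Lrig3), 57.5-fold (Msn), 61.8-fold (Stra6) and 73.9-fold (Tnfaip8) higher, with adjusted p-values between 0.00104 and 0.00866. The LVST mean of Stra6 was 24.2 ± 30.5 TPM (SD, n = 6). Its samples ranged from 4.85 to 85.5 TPM, so its bound depends on the highest sample. The mouse genes taken for the cMVST group were Pter, C1ql3, Lhx5, Evx1 and Slc32a1. Pter was at least 420-fold and C1ql3 at least 520-fold higher in the cMVST group, with adjusted p-values of 4.67e-06 and 1.29e-08. These 2 genes lie end to end on opposite strands of chromosome 2 of mm9, Pter ending at 12925080 and C1ql3 starting at 12925084, so reads at their junction may have been assigned to either. In the chicken, the genes taken for the LVST group were ISLR2, GFRA2, PTPRK, OTOF and PLCL1. OTOF was at least 143-fold higher in the LVST group (adjusted p = 0.00178), and PLCL1 was at 31.6 ± 21.5 TPM (SD, n = 4) there and 0.0514 ± 0.103 TPM in the cMVST group, a log2 fold change of 8.99 (standard error 1.36, adjusted p = 0.00462). GFRA2, with a log2 fold change of 6.75 (standard error 1.36, adjusted p = 0.0441), passed the threshold in 1 of the 8 fits that each left out 1 sample, the fit without LVST replicate 1, and had adjusted p-values between 0.0571 and 0.230 without any of the others. PTPRK, with 7.20 (standard error 1.26, adjusted p = 0.0175), passed in all of these fits but the fit without cMVST replicate 1 (adjusted p = 0.0598). Its cMVST counts were all in replicate 4, and its log2 fold change ranged from 6.82 to 12.8 over these fits. The chicken genes taken for the cMVST group were LHX1, FOXP2, SUSD5, TOX3 and CALD1. SUSD5 was at 196 ± 68.4 TPM (SD, n = 4) in the cMVST group and had at most 17 counts in any LVST sample, with a log2 fold change of -8.35 (standard error 1.10, adjusted p = 0.00135).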

Most importantly, some genes, including those encoding particular TFs, show an inverse pattern between the LVST and cMVST groups, being exclusive to or enriched in one or the other (Figs. 2*F*,*G*, 3, and Figs. 2-1, 2-2, 2-3).

A primary goal of our study was to identify candidate genes that might function as key regulators of VS neuron subtype identity, thus our main focus in further analysis of the LVST and cMVST neuron group transcriptomes was on TF-encoding genes. Nevertheless, we noted that several non-TF genes were highly differentially expressed between the LVST and cMVST neuron groups or between these and controls (Fig. 2-1). In the mouse, the LVST group samples showed higher levels of *Islr2* (Linx; Ig superfamily containing leucine rich repeat 2), *Cdh22* (cadherin 22), *Cbln1* and *Cbln4* (cerebellin 1, and 4), and *Calb2* (calretinin) transcripts compared with the cMVST group samples, whereas the cMVST group samples showed greater abundance of *Sst* (*Somatostatin*), *Sema5a* (*Semaphorin 5a*), and *Slc32a1* (*Vgat*) RNAs. 

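Each of the genes named for the LVST group was higher in every mouse LVST sample than in every cMVST sample. A two-sided exact permutation test of mean log2(TPM + 1) gave p = 0.0119 for each gene, the smallest that 6 samples against 3 allow. Islr2 (NM_001161537), on chromosome 9 of mm9 from 58044105 to 58052126, was at 441 ± 267 TPM (SD, n = 6) in the LVST group and 0.342 ± 0.593 TPM (SD, n = 3) in the cMVST group. Its log2 fold change was 9.95 (standard error 0.956, adjusted p = 2.20e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cMVST counts of Islr2 were all in 1 sample, which held 15. Over the 9 fits that each left out 1 sample, its log2 fold change ranged from 9.38 to 15.8. Cdh22 (NM_174988), on chromosome 2 from 164937007 to 165060353, was at 36.9 ± 13.0 TPM in the LVST group and 0.801 ± 0.726 TPM in the cMVST group, a log2 fold change of 5.36 (standard error 0.846, adjusted p = 0.00302). Cbln1 (NM_019626) was at 1668 ± 191 TPM in the LVST group and 153 ± 20.8 TPM in the cMVST group, with a log2 fold change of 3.39 (standard error 0.260, adjusted p = 1.83e-06). Cbln4 (NM_175631), on chromosome 2 from 171861733 to 171868966, was at 205 ± 50.9 and 15.0 ± 12.7 TPM, with a log2 fold change of 3.61 (standard error 0.540, adjusted p = 0.00198). Calb2 (NM_007586), on chromosome 8 from 112661402 to 112692110, was at 67.6 ± 43.9 TPM in the LVST group and 8.12 ± 7.23 TPM in the cMVST group. Its log2 fold change of 2.95 (standard error 1.01) did not pass the threshold of 0.05 (adjusted p = 0.197), and over 5 alternatives its adjusted p ranged from 0.0144 with DESeq2, the only one to pass, to 0.197. Of the 3 genes named for the cMVST group, Sst (NM_009215), on chromosome 16 from 23889667 to 23890930, was at 807 ± 311 TPM there and 4.66 ± 8.87 TPM in the LVST group, where LVST replicate 5 alone was above 2.22 TPM. The log2 fold change of Sst was -7.41 (standard error 1.04, adjusted p = 0.00105). Sema5a (NM_009154), on chromosome 15 from 32174568 to 32626096, was at 146 ± 53.8 TPM in the cMVST group and 1.98 ± 1.88 TPM in the LVST group, with a log2 fold change of -6.30 (standard error 0.778, adjusted p = 2.87e-04). Slc32a1 (NM_009508), on chromosome 2 from 158436494 to 158441484, was at 13.9 ± 6.20 TPM in the cMVST group and had no count in the 6 LVST samples, so that it was at least 47.8-fold lower there (adjusted p = 0.00866). When adjusted over the list alone, 5 of the 5 LVST genes and 3 of the 3 cMVST genes passed the threshold, against 4 and 3 over all genes tested; the paper picked these genes from the same samples, so the count over the list is not independent evidence.

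**Figure D1:**
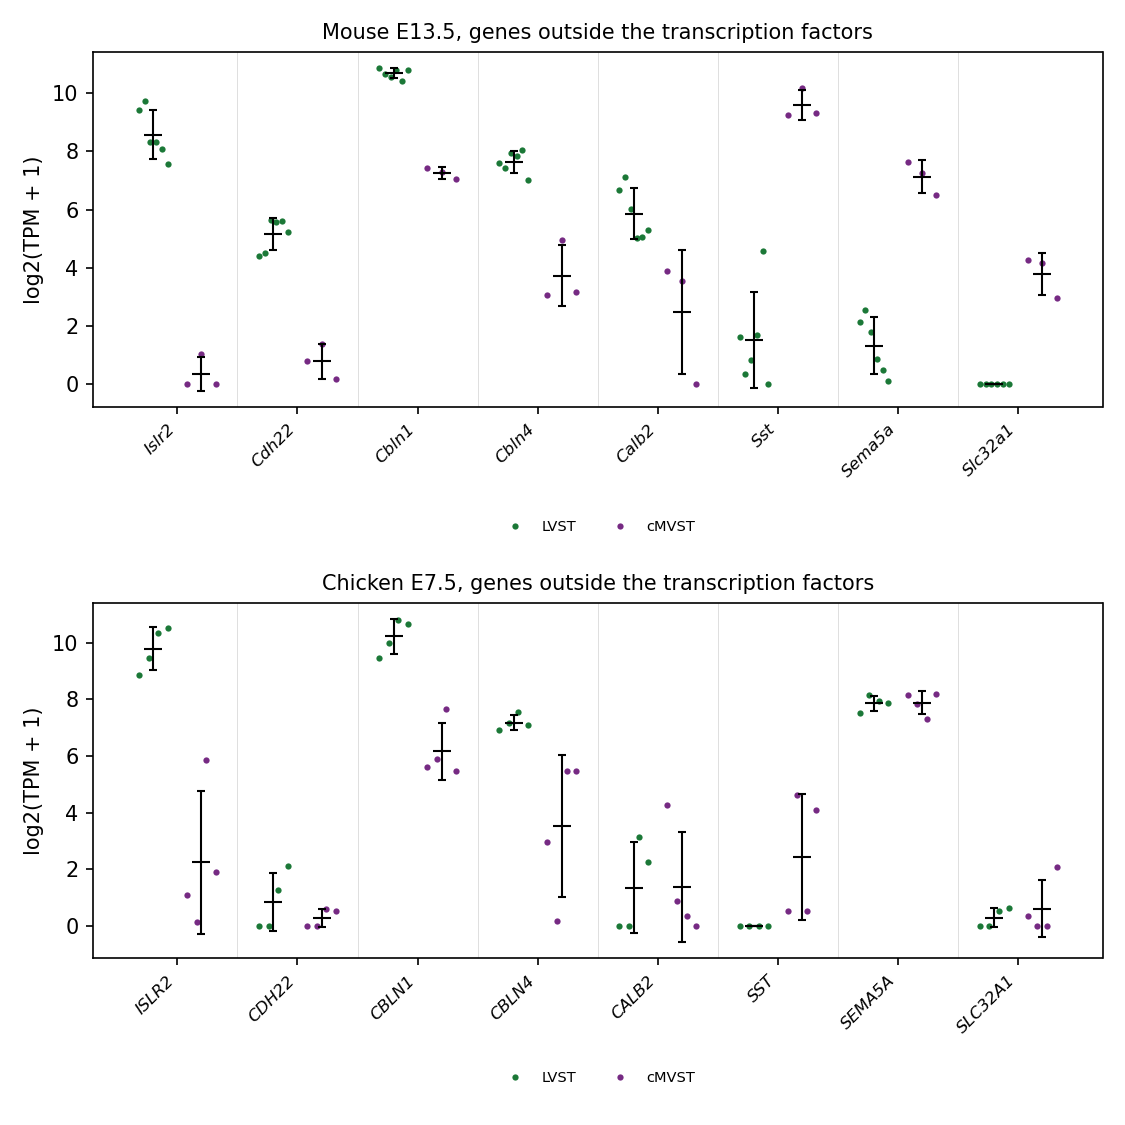
Levels of 8 genes outside the TFs in the LVST and cMVST groups of the mouse and of the chicken, as log2(TPM + 1). Each point is 1 sample, and the bars are the mean ± SD of the log2 values; mouse Slc32a1 is at 0 in all 6 LVST samples and chicken SST is at 0 in all 4.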

Examples of transcripts enriched in both VS groups compared with control samples were *Tll1* (Tolloid like 1; metalloprotease), *Ntng2* (Netrin G2), *Rbp1* (retinol binding protein 1), and *Cryba2* (crystallin beta A2; Eye Lens Structural Protein; Fig. 2-1*C*). Some of these showed similar relative differences in transcript levels in chicken (Fig. 2-1*D*).

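Each mouse VS group was compared with each control in the fit that held all 4 mouse groups. The LVST group had 547 genes higher than the caudal control and 1631 higher than the medial control, and the cMVST group had 833 and 1171, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In all 4 of these comparisons, 135 genes were higher. No gene did so in any of 20 simulations in which all samples, controls included, were drawn with the same mean per gene. At an unadjusted p-value under 0.05, a median of 4 and at most 8 simulated genes were higher in all 4, against 338 observed. The simulated controls did not differ from each other as the real ones did, so the simulations do not cover differences between the controls. limma's voom with sample weights per group moved the count most, to 67 genes, of which 57 were among the 135, and it was 89 without medial control replicate 4. Tll1 (NM_009390), on chromosome 8 of mm9 from 66493567 to 66684790, was at 106 ± 37.3 TPM (SD, n = 6) in the LVST group and 78.7 ± 34.5 TPM (SD, n = 3) in the cMVST group, against 1.09 ± 0.901 TPM in the caudal control and 5.26 ± 0.417 TPM in the medial control. Its log2 fold changes ranged from 4.19 (cMVST against medial control, standard error 0.552, adjusted p = 1.16e-04) to 6.86 (LVST against caudal control, standard error 0.617, adjusted p = 5.23e-07). Cryba2 (NM_021541), on chromosome 1 from 74936508 to 74939717, was also among the 135, at 45.5 ± 27.5 TPM in the LVST group, 68.5 ± 24.7 TPM in the cMVST group, 1.64 ± 2.46 TPM in the caudal control and 8.29 ± 2.79 TPM in the medial control. Its smallest difference was that of the LVST group against the medial control, with a log2 fold change of 2.76 (standard error 0.900, adjusted p = 0.0288). Ntng2 (NM_133501), on chromosome 2 from 29050061 to 29108525, was at 136 ± 109 TPM in the LVST group and 40.9 ± 30.5 TPM in the cMVST group, against 3.21 ± 3.76 and 10.6 ± 4.64 TPM in the caudal and medial controls. It passed the threshold in 3 of the comparisons, and the cMVST group differed from the medial control by a log2 fold change of 2.21 (standard error 0.960, adjusted p = 0.110).

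**Figure D2:**
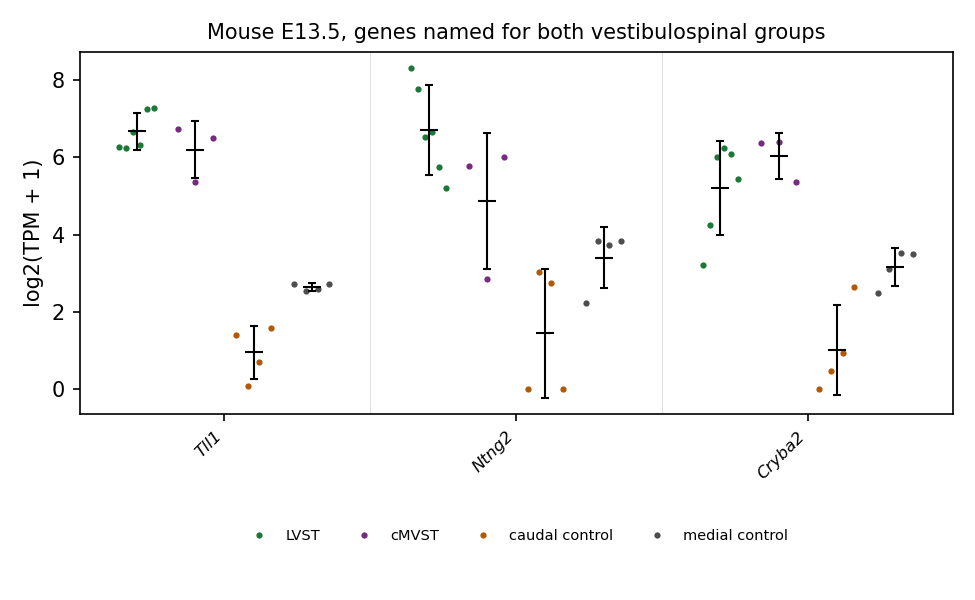
Levels of Tll1, Ntng2 and Cryba2 in the mouse LVST, cMVST, caudal control and medial control samples, as log2(TPM + 1). Each point is 1 sample, and the bars are the mean ± SD of the log2 values.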

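The chicken counterparts of these genes were compared between 4 LVST and 4 cMVST samples, for which an exact permutation test can reach a two-sided p of 0.0286 and no lower. Of the genes named for the mouse LVST group, CBLN1 (ENSGALG00000042664) was at 1283 ± 504 TPM (SD, n = 4) in the chicken LVST group and 88.2 ± 76.0 TPM (SD, n = 4) in the cMVST group. Its log2 fold change was 4.08 (standard error 0.492, adjusted p = 6.71e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ISLR2 (ENSGALG00000029151) was at 984 ± 471 and 15.3 ± 28.0 TPM, with a log2 fold change of 6.33 (standard error 1.18, adjusted p = 0.0315). ISLR2 did not pass the threshold without LVST replicate 1 (adjusted p = 0.0532), LVST replicate 2 (0.0851), cMVST replicate 1 (0.0923) or cMVST replicate 4 (0.0944). CBLN4 (ENSGALG00000030821) was at 146 ± 28.3 TPM in the LVST group and 23.2 ± 22.9 TPM in the cMVST group and the groups did not overlap, but its log2 fold change of 3.23 (standard error 0.894) had an adjusted p of 0.207 and passed only with the likelihood ratio test (0.0310) and DESeq2 (0.0110), in a range up to 0.211 over 5 alternatives. CALB2 was at 2.91 ± 3.77 TPM in the LVST group and 4.82 ± 8.89 TPM in the cMVST group, with a log2 fold change of -0.93 (standard error 2.11, adjusted p = 0.998). CDH22, at 1.18 ± 1.56 and 0.240 ± 0.280 TPM, had too few counts to be tested. Of the genes named for the mouse cMVST group, SST was at 10.1 ± 11.6 TPM in the cMVST group and had no count in the LVST samples, at least 10.5-fold lower there, but was too low to pass the filter. SEMA5A was at 236 ± 41.9 TPM in the LVST group and 243 ± 62.8 TPM in the cMVST group, with a log2 fold change of 0.28 (standard error 0.365, adjusted p = 0.995). SLC32A1 was at 0.246 ± 0.286 and 0.878 ± 1.58 TPM, with 22 counts at most. Among the genes named for both VS groups, TLL1 was at 3.34 ± 2.92 TPM in the LVST group and 34.3 ± 11.7 TPM in the cMVST group, against 50.6 ± 13.1 TPM in the medial control. NTNG2 was at 1.45 ± 1.93, 48.8 ± 47.5 and 2.59 ± 0.581 TPM in the LVST, cMVST and medial control samples. CRYBA2 had no count in the VS samples.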

### Conserved expression of common and exclusive VS group TFs

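How far the LVST and cMVST groups differed alike in mouse and chicken was measured over the 7269 genes that share a symbol and were tested in both species. The Spearman correlation of the log2 fold changes across these genes was 0.0254 and the Pearson correlation 0.0949; genes are not independent replicates, so no p-value across genes is given. In 20 of the 35 divisions of the 8 chicken VS samples into 4 and 4, the Spearman correlation was as far from 0. Over the 2688 genes with a mean log2 CPM over 5 in both species, the Spearman correlation was 0.00939 and the Pearson correlation 0.211. Over the 7 genes with an adjusted p-value under 0.05 in both, the Spearman correlation was 0.607. Of the 35 divisions, 8 equaled or passed it. Without 1 sample of either species the Spearman correlation over all genes lay between 0.00802 and 0.0422. Of 83 genes that passed the threshold in the mouse, 59, or 71.1%, had the same sign in the chicken. In 4 of the 35 divisions of the chicken samples the share was as far from 50%, and over the divisions other than the real one it ranged from 25.3 to 71.1%. With 1 sample left out, the share was lowest without mouse cMVST replicate 3 (37 of 64 genes, 57.8%). It was highest without mouse LVST replicate 1 (45 of 60 genes, 75%). Over the 83 genes the Spearman correlation was 0.506, which was not compared with the other divisions. The 7 genes that passed in both species were Cbln1, Foxp2, Gfra2, Islr2, Khdrbs3, Lhx1 and Tox3, and all but Gfra2 had the same sign in both. With 1 sample left out, between 4 and 9 genes passed in both species. Khdrbs3, and the mouse values of Gfra2 and Tox3, lie outside the preset lists and rule and are named after their values were seen. Gfra2 was lower in the mouse LVST group, with a log2 fold change of -3.88, and its chicken counterpart was higher there.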

To identify candidate TFs for further investigation, we considered RNA abundance against control tissue (Fig. 3, and Figs. 2-2, 2-3), the absolute level of each particular TF-encoding transcript (Fig. 3, and Figs. 2-2, 2-3), the degree to which group-specific expression in mouse and chicken were conserved (Figs. 2-2, 2-3, 3-1), and by consulting the literature. Lhx1, Lhx5, Foxp2, Evx2, Onecut1, Onecut2, Onecut3, Esrrg, Maf, Phox2b, Lbx1, and Pou3f1 were all selected for further analysis by immunohistofluorescence, based on these criteria and the availability of functional antibodies. 

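In the mouse, 11 of the 12 TFs selected for immunohistofluorescence could be tested between the LVST and cMVST groups, and 8 of them passed the threshold of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. The number was also 8 when adjusted over the list alone, which is not independent evidence since the TFs were selected on these samples. Lhx1 (NM_008498), on chromosome 11 of mm9 from 84331479 to 84338923, was at 115 ± 35.3 TPM (SD, n = 3) in the cMVST group and 0.255 ± 0.560 TPM (SD, n = 6) in the LVST group, with a log2 fold change of -8.61 (standard error 1.03, adjusted p = 2.49e-04). Lhx5 (NM_008499), on chromosome 5 from 120881895 to 120891466, was at 56.8 ± 19.1 TPM in the cMVST group and had no count in the LVST group, at least 190-fold lower (adjusted p = 9.47e-05). Foxp2 (NM_212435), on chromosome 6 from 14851349 to 15391977, was at 58.9 ± 26.6 TPM in the cMVST group and 0.118 ± 0.136 TPM in the LVST group, with a log2 fold change of -9.20 (standard error 0.799, adjusted p = 7.10e-06). Evx2 (NM_007967), on chromosome 2 from 74491049 to 74497918, had no count in the LVST group and 54, 2 and 66 counts in cMVST replicates 1, 2 and 3. Its level in the cMVST group was 11.7 ± 9.80 TPM, at least 20.5-fold above the LVST group, and it was too low in replicate 2 to pass the filter, so it was not tested. Onecut1 (NM_008262), on chromosome 9 from 74709728 to 74737591, was at 40.1 ± 22.7 TPM in the LVST group and 174 ± 74.6 TPM in the cMVST group, with a log2 fold change of -2.14 (standard error 0.481, adjusted p = 0.0407). Onecut1 passed in 3 of the 9 fits that each left out 1 sample; without LVST replicate 3, 4, 5 or 6 or cMVST replicate 1 or 3 its adjusted p lay between 0.0522 and 0.130. Onecut2 (NM_194268), on chromosome 18 from 64500002 to 64560641, was at 112 ± 19.6 and 275 ± 127 TPM, with a log2 fold change of -1.33 (standard error 0.243, adjusted p = 0.0108), and did not pass without cMVST replicate 1 (adjusted p = 0.0794). Onecut3 (NM_139226), on chromosome 10 from 79957651 to 79980003, was at 86.6 ± 60.6 and 131 ± 99.0 TPM, a difference within the spread of the replicates (log2 fold change -0.64, standard error 0.502, adjusted p = 0.621), which changed sign without cMVST replicate 1 (0.07). Pou3f1 (NM_011141) was at 103 ± 40.8 TPM in the LVST group and 4.51 ± 2.22 TPM in the cMVST group, with a log2 fold change of 4.47 (standard error 0.539, adjusted p = 2.52e-04). Maf (NM_001025577), on chromosome 8 from 118206842 to 118231694, and Esrrg (NM_011935), on chromosome 1 from 189432670 to 190038764, were at 388 ± 124 and 586 ± 271 TPM in the cMVST group. Their log2 fold changes of 0.33 (standard error 0.317, adjusted p = 0.699) for Maf and 0.25 (standard error 0.299, adjusted p = 0.766) for Esrrg were within the spread of the replicates, and that of Esrrg changed sign without cMVST replicate 3 (-0.09). In the controls, Maf was at 37.9 ± 10.2 TPM (caudal, SD, n = 4) and 95.9 ± 19.4 TPM (medial, SD, n = 4), Esrrg at 395 ± 232 and 130 ± 3.43 TPM, and Lhx1 at 61.5 ± 39.0 and 68.2 ± 24.4 TPM.

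**Figure D3:**
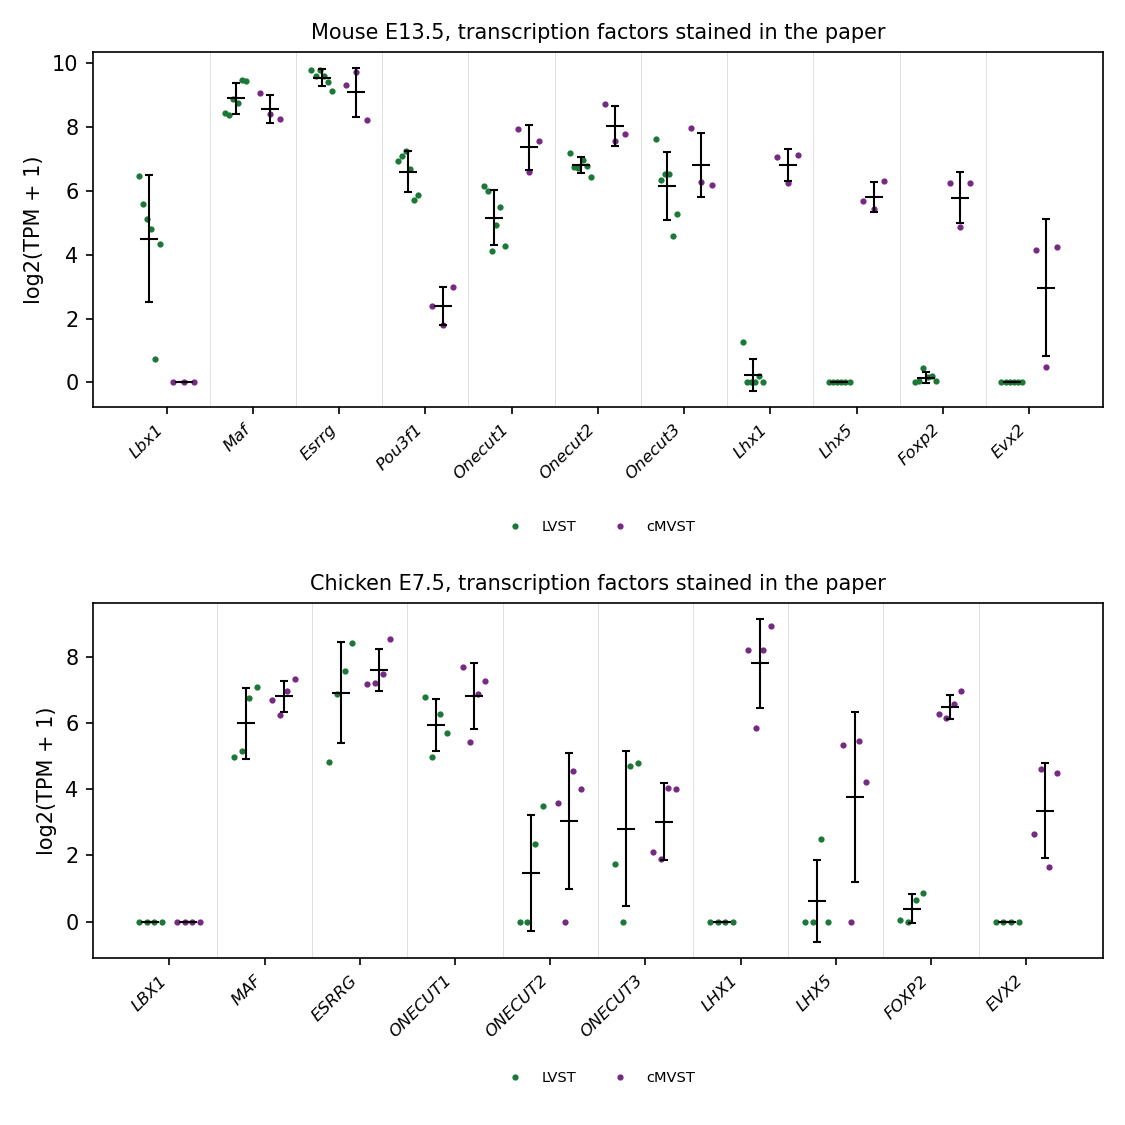
Levels of selected TFs in the LVST and cMVST groups of the mouse and of the chicken, as log2(TPM + 1). Each point is 1 sample, and the bars are the mean ± SD of the log2 values; mouse Lhx5 and Evx2 are at 0 in all 6 LVST samples and chicken LHX1 and EVX2 in all 4.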

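In the chicken, 10 of the selected TFs could be tested between the LVST and cMVST groups, and 2 of them, both lower in the LVST group, passed the threshold over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 4 passed. LHX1 (ENSGALG00000005409) was at 286 ± 178 TPM (SD, n = 4) in the cMVST group and had no count in the LVST group, at least 608-fold lower (adjusted p = 6.29e-05). FOXP2 (ENSGALG00000009424) was at 91.8 ± 24.3 TPM in the cMVST group and 0.356 ± 0.407 TPM (SD, n = 4) in the LVST group, with a log2 fold change of -8.10 (standard error 0.873, adjusted p = 3.03e-04). LHX5 (ENSGALG00000008303) was at 1.15 ± 2.30 and 25.1 ± 20.1 TPM, with all LVST counts in replicate 3, and had a log2 fold change of -4.39 (standard error 2.06, adjusted p = 0.708). MAF, ESRRG, ONECUT1, ONECUT2 and ONECUT3 had adjusted p-values of at least 0.970 in edgeR's quasi-likelihood test, so no difference was detected. MAF was at 76.8 ± 52.1 TPM in the LVST group and 116 ± 35.9 TPM in the cMVST group, ESRRG at 169 ± 134 and 211 ± 109 TPM, and ONECUT1 at 67.4 ± 34.8 and 130 ± 68.7 TPM. ONECUT2 was at 3.59 ± 4.85 and 12.1 ± 9.32 TPM, and ONECUT3 at 13.6 ± 14.3 and 9.22 ± 7.14 TPM. The sign of the ESRRG difference, a log2 fold change of -0.25, changed without LVST replicate 1 (0.04). Chicken POU3F1 was not analysed here. In the medial control, LHX1 was at 137 ± 16.8 TPM and FOXP2 at 63.7 ± 8.71 TPM.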

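In the mouse, Evx1 (NM_007966), on chromosome 6 of mm9 from 52263492 to 52268372, was at 39.1 ± 1.67 TPM (SD, n = 3) in the cMVST group and had no count in the 6 LVST samples. It was at least 138-fold lower in the LVST group (adjusted p = 2.54e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the controls Evx1 was at 8.54 ± 4.40 TPM (caudal, SD, n = 4) and 7.35 ± 0.410 TPM (medial, SD, n = 4). Casz1 (NM_001159344), on chromosome 4 from 148178538 to 148328998, was at 42.8 ± 12.9 TPM in the LVST group and 67.4 ± 34.5 TPM in the cMVST group, against 6.32 ± 5.69 and 14.7 ± 5.92 TPM in the caudal and medial controls. Myc (NM_010849), on chromosome 15 from 61816946 to 61821929, was at 393 ± 65.8 and 258 ± 67.5 TPM, against 108 ± 42.5 and 76.4 ± 8.37 TPM. Neither Casz1 (log2 fold change -0.69, standard error 0.335, adjusted p = 0.377) nor Myc (0.52, standard error 0.287, adjusted p = 0.458) differed between the VS groups in the same test, and both were among the genes higher in both VS groups than in both controls. In the chicken, EVX1 (ENSGALG00000037310) was at 29.2 ± 14.9 TPM (SD, n = 4) in the cMVST group and had no count in the LVST group, at least 50.6-fold lower. The adjusted p of EVX1 was 0.0571, and it passed the threshold of 0.05 with the likelihood ratio test (6.06e-05), DESeq2 (2.71e-07) and a fit that held the medial control (0.00656), in a range up to 0.135 over 5 alternatives. CASZ1 was at 3.38 ± 2.58 and 9.34 ± 7.40 TPM in the chicken LVST and cMVST groups (adjusted p = 0.980), and MYC at 50.9 ± 21.6 and 33.3 ± 20.9 TPM (adjusted p = 0.940).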

Evx1, Casz1, and Myc were also considered, but available antibodies stained most neurons in the hindbrain at embryonic stages, or had excessive background signal, and thus were not pursued further. Available antibodies against Evx2, Onecut2, Onecut3, and Pou3f1 were not functional in chicken embryonic tissue.

Immunostaining revealed TFs that were expressed at the protein level in the VS groups at the stages we examined (E13.5 and E15 in mouse embryo, and d7.5 and d9 in chicken embryo). Qualitative assessment of TF expression showed that LVST neurons were immunopositive for Phox2b, Lbx1, Esrrg and Maf, immunonegative for Lhx1+5, Evx2 and Foxp2, and that subpopulations were immunopositive for Onecut1/2/3 and Pou3f1 (Fig. 4*A*). By contrast, cMVST neurons were immunopositive for Lhx1+5, Esrrg, Maf and Onecut1/2/3, immunonegative for Phox2b, and subpopulations were immunopositive for Lbx1 (mouse only), Pou3f1, Evx2, and Foxp2 (Fig. 4*A*). Detailed quantification revealed consistency in this pattern across stages and species, but the absence of an Lbx1+ domain in the chicken cMVST group, and fewer Esrrg+ cells in chicken versus mouse LVST group, were notable exceptions (Fig. 4*B*,*C*).

**Figure 4.**
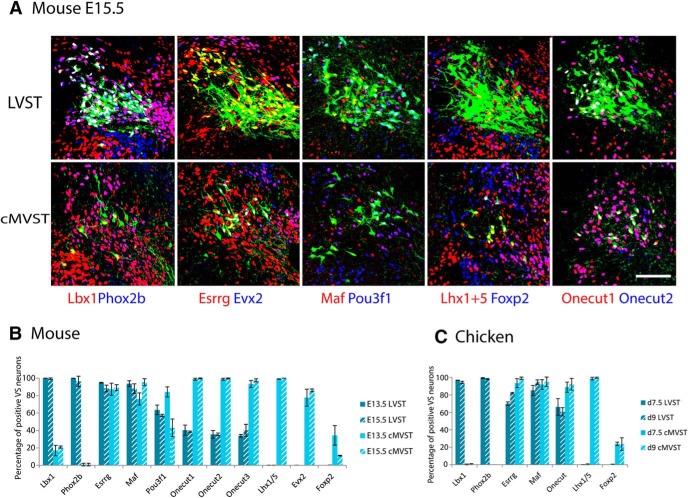
Immunohistofluorescent staining for TFs in LVST and cMVST neurons. ***A***, Confocal images of transverse sections through the level of the VS neurons in an E15.5 mouse. Retrogradely labeled LVST neurons (top row) and cMVST neurons (bottom row) shown in green, and immunostaining for TFs in colors as indicated below each column. Overlapping LVST and Lhx1+5 pixels (yellow) in the LVST/Lhx1+5 panel do not colocalize in the *z*-axis, and are thus false-positives (see Materials and Methods). Scale bar, 100 µm. Dorsal, up; lateral, left. ***B***, ***C***, Percentage of retrogradely labeled LVST or cMVST neurons immunopositive for the indicated TFs in E13.5 and E15.5 mouse embryos (***B***) and d7.5 and d9 chicken embryos (***C***). Error bars represent SD. Figure 4-1, Histograms and scatterplots showing the spatial distribution of mouse LVST neurons expressing the indicated TFs. Figure 4-2, Histograms and scatterplots showing the spatial distribution of chicken LVST neurons expressing the indicated TFs. Figure 4-3: Histograms and scatterplots showing the spatial distribution of mouse cMVST neurons expressing the indicated TFs. Figure 4-4, Histograms and scatterplots showing the spatial distribution of chicken cMVST neurons expressing the indicated TFs. Figure 4-5, Percentage of mouse LVST neurons immunopositive for a single Onecut transcription factor. Figure 4-6, Differential Onecut TF staining intensity in the cMVST neuron group at different rostro-caudal levels.

10.1523/ENEURO.0475-18.2019.f4-1 Figure 4-1 Histograms and scatterplots showing the spatial distribution of mouse LVST neurons expressing the indicated TFs. Neurons are indicated as either immunopositive (blue) or immunonegative (red). Histograms show averages and SD along the indicated axes. Scatterplots show projections in the indicated planes from single, representative preparations for each TF and stage. Download Figure 4-1, TIF file.

10.1523/ENEURO.0475-18.2019.f4-2 Figure 4-2 Histograms and scatterplots showing the spatial distribution of chicken LVST neurons expressing the indicated TFs. Legend as Figure 4-1. Download Figure 4-2, TIF file.

10.1523/ENEURO.0475-18.2019.f4-3 Figure 4-3 Histograms and scatterplots showing the spatial distribution of mouse cMVST neurons expressing the indicated TFs. Legend as Figure 4-1. Download Figure 4-3, TIF file.

10.1523/ENEURO.0475-18.2019.f4-4 Figure 4-4 Histograms and scatterplots showing the spatial distribution of chicken cMVST neurons expressing the indicated TFs. Legend as Figure 4-1. Download Figure 4-4, TIF file.

10.1523/ENEURO.0475-18.2019.f4-5 Figure 4-5 Percentage of mouse LVST neurons immunopositive for a single Onecut TF. Percentage ± SD of mouse LVST neurons at indicated stages that were singly immunopositive for one (of two) Onecut factors. Oc, Onecut. Download Figure 4-5, DOCX file.

10.1523/ENEURO.0475-18.2019.f4-6 Figure 4-6 Differential Onecut TF staining intensity in the cMVST neuron group at different rostrocaudal levels. ***A***–***L***, Confocal images of transverse sections through the E13.5 mouse cMVST, retrogradely labeled with BDA from the mid-medulla. Immunostained with antibodies specific for the indicated Onecut TFs. Imaging settings and contrast levels preserved between different rostrocaudal levels. Red dots in ***A***–***C***,***G***–***I*** indicate the locations of corresponding cMVST neurons in ***D***–***F***,***J***–***M***. ***A***–***F***, The mid rostrocaudal level of the cMVST group; ***G***–***L***, the rostral level of the cMVST group. Immunostaining for Onecut TFs is stronger in rostral cMVST neurons. Dorsal, up; lateral, left; medial, right. Scale bar, 50 µm. Oc, Onecut. Download Figure 4-6, TIF file.

Although most of the cell-type-specific immunostaining patterns we examined correlated with the transcript-level differences identified by RNAseq (Table 3), one exception was Lbx1 expression. We did not detect *Lbx1* mRNA by RNAseq in the mouse cMVST group, or in any of the chicken samples (Table 3), despite positive immunostaining for Lbx1 protein in a subpopulation of the mouse cMVST neurons (Fig. 4*A*,*B*), and in nearly all of the chicken LVST neurons (Fig. 4*C*). 

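Mouse Lbx1 (NM_010691), on chromosome 19 of mm9 from 45307178 to 45310301, had no count in the 3 cMVST samples. For a transcript of its length, 864 nt, a count of 0 allows up to 1.53, 1.02 and 1.35 TPM in cMVST replicates 1, 2 and 3. The 6 LVST samples held 431, 247, 62, 52, 3 and 84 counts of Lbx1, so that replicate 5 was at the limit of 3 counts. The LVST group was at least 27.3-fold higher than the cMVST group (adjusted p = 0.0443 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A two-sided exact permutation test of mean log2(TPM + 1) gave p = 0.0119. The adjusted p of Lbx1 passed 0.05 in only 1 of the 9 fits that each left out 1 sample, that without LVST replicate 5 (0.0173), and lay between 0.0565 and 0.111 in the others. Caudal control samples held 36, 0, 28 and 4 counts of Lbx1 and medial control samples 3, 6, 9 and 2. Chicken LBX1 (ENSGALG00000035544) had no count in any of the 12 samples, which allows up to between 0.523 and 1.30 TPM in the VS samples and between 0.733 and 0.903 TPM in the medial control samples.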

Interestingly, mouse *Lbx1* transcript levels were an order of magnitude lower in the LVST group [36 ± 30 transcripts per million (TPM)], compared with Phox2b (678 ± 126 TPM), Maf (495 ± 165 TPM), and Esrrg (753 ± 124 TPM), despite all of these TFs being positively immunostained in nearly all LVST neurons. Thus low transcript abundance, potentially outside the range of sensitivity of our RNA-seq approach, may nonetheless be sufficient for translation of the encoded protein as demonstrated in the case of *Lbx1* in some of our sorted neuron pools.

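Recomputed from the deposited counts, the mean level of Lbx1 in the 6 mouse LVST samples was 35.5 ± 29.4 TPM (SD, n = 6), with replicates between 0.664 and 86.9 TPM. In the same samples Maf was at 494 ± 165 TPM and Esrrg at 751 ± 124 TPM. The lowest of these samples held 329 TPM of Maf, above the highest Lbx1 level. In counts, LVST samples held 3 to 431 reads on Lbx1 and 3541 to 13303 reads on Maf. Without LVST replicate 1 the mean of Lbx1 was 25.3 TPM, and without replicate 5 it was 42.5 TPM.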

**Table 3.** Immunostaining patterns and RNA levels of TFs in vestibulospinal neurons

**Gene**	**Species**	**Groups immunostained**	**LVST TPM**	**cMVST TPM**
Phox2b	Mouse	LVST	678 ± 126	9 ± 3
	Chicken	LVST	16 ± 20	0 ± 0
Lbx1	Mouse	LVST + cMVST	36 ± 30	0
	Chicken	LVST	0 ± 0	0 ± 0
Maf	Mouse	LVST + cMVST	495 ± 165	390 ± 125
	Chicken	LVST + cMVST	55 ± 35	82 ± 23
Esrrg	Mouse	LVST + cMVST	753 ± 124	588 ± 272
	Chicken	LVST + cMVST	143 ± 106	177 ± 85
Pou3f1	Mouse	LVST + cMVST	103 ± 41	5 ± 2
	Chicken	N/A	0 ± 0	0 ± 0
Onecut1	Mouse	LVST + cMVST	40 ± 23	175 ± 75
	Chicken	LVST + cMVST	50 ± 28	92 ± 49
Onecut2	Mouse	LVST + cMVST	112 ± 20	275 ± 128
	Chicken	N/A	2 ± 3	8 ± 6
Onecut3	Mouse	LVST + cMVST	87 ± 61	131 ± 99
	Chicken	N/A	10 ± 10	6 ± 5
Lhx1	Mouse	cMVST	0	115 ± 35
	Chicken	cMVST	0 ± 0	200 ± 121
Lhx5	Mouse	cMVST	0	57 ± 19
	Chicken	cMVST	1 ± 2	18 ± 14
Foxp2	Mouse	cMVST	0	59 ± 27
	Chicken	cMVST	0 ± 0	65 ± 15
Evx2	Mouse	cMVST	0	12 ± 10
	Chicken	N/A	0 ± 0	9 ± 8

Mean TPM values (±SD) of TFs validated by immunohistofluorescence, showing a strong correlation of VS group RNA levels and immunostaining. A value of 0 indicates no detection by RNAseq. N/A, Not assessed by immunohistofluorescence because of lack of appropriate antibodies.

### A restricted, conserved TF signature that uniquely defines the LVST group within the r4 lineage

Immunostaining with the TF panel obtained for the LVST group showed that some TFs were expressed in all LVST neurons, whereas some were expressed in only part of the LVST group. In the mouse, Phox2b and Lbx1 were expressed in virtually all LVST neurons, Esrrg and Maf were expressed in 90%-95% of LVST neurons, whereas Onecut 1, 2, and 3 and Pou3f1 were expressed in smaller subpopulations of LVST neurons (Fig. 4*A*,*B*). Results were similar in chicken, with Phox2b and Lbx1 expressed in virtually all LVST neurons and Maf in 85–95% of LVST neurons. However, Esrrg was expressed in only ∼ 70–80% of LVST neurons, contrasting the 90–95% observed in mouse.

#### Spatial restriction of the 4-TF signature

Noting that 4 TFs (Phox2b/Lbx1/Maf/Esrrg) were expressed in most of the LVST neurons, we then asked how restricted is the expression of this signature in the developing CNS. We assessed this with quadruple combinatorial immunostaining in the E13.5 mouse. Because Phox2b, and consequently the 4-TF combination, is not expressed outside of the region spanning from the midbrain through the thoracic spinal cord (Pattyn et al., 1997), we first confirmed the cessation of Phox2b immunostaining at these levels and then limited our analysis to that range. We found that cells expressing the 4-TF combination were restricted to a short stretch of the dorsolateral hindbrain. Being limited by our available fluorophore and microscope capacity to simultaneously visualize four fluorophores in any given section, we stained for retrogradely labeled LVST neurons in alternating sections. This indicated that the 4-TF combination was restricted to the LVST group, plus a smaller domain just mediocaudal to the LVST group (Fig. 5*A*).

**Figure 5.**
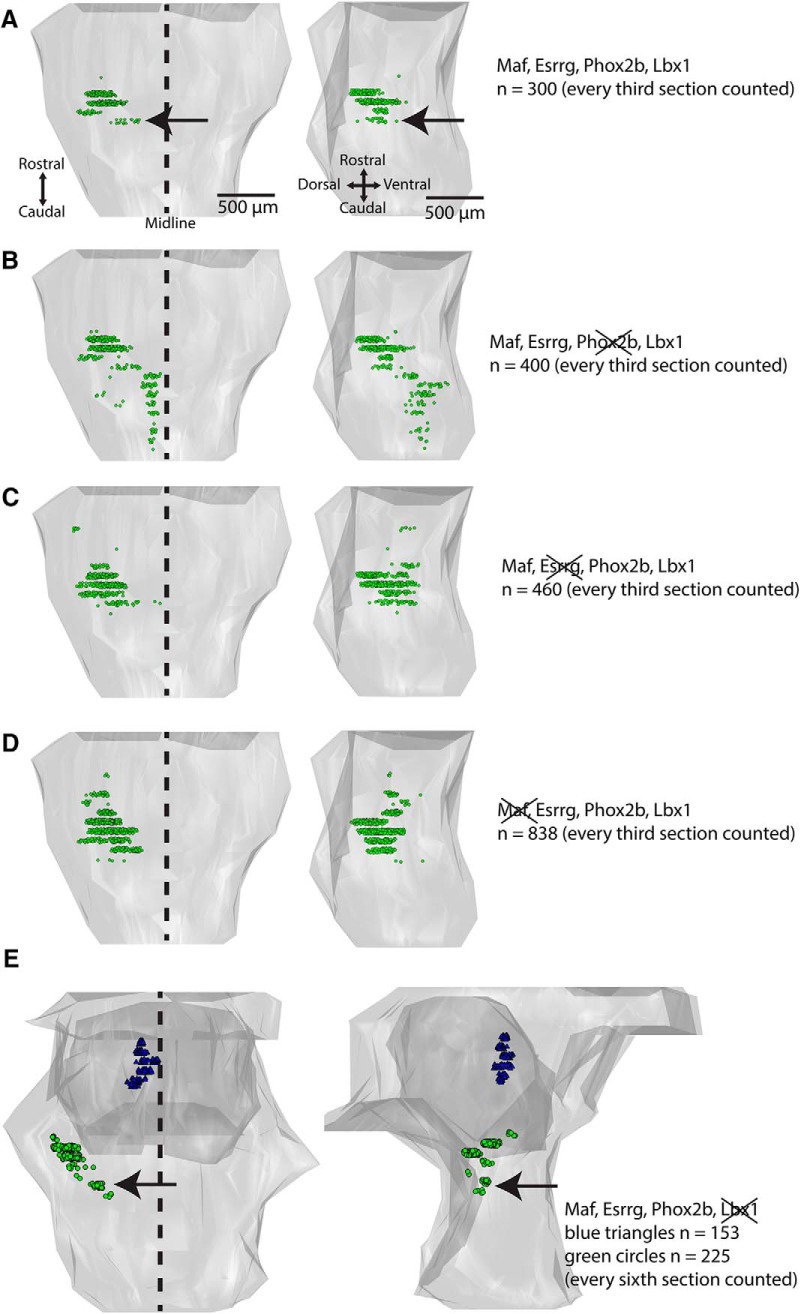
Spatial restriction of the Maf/Esrrg/Phox2b/Lbx1 LVST neuron group signature compared with different three-way combinations thereof. ***A***–***D***, Each panel shows a 3D reconstruction of the E13.5 mouse hindbrain with the neurons (*n*) coexpressing the indicated set of TFs shown as green circles. Neurons are plotted from every third serial transverse section. ***A***, Most neurons expressing Maf/Esrrg/Phox2b/Lbx1 lie within the LVST neuron group domain (by comparison with adjacent serial sections with retrograde labeling), but a few lie in a more medioventral domain (arrow indicates this smaller, mediolateral vicinal neuron group). ***B***–***D***, Neurons expressing the indicated 3-TF signatures are found in the LVST group domain and in additional domains within the hindbrain. ***E***, 3D reconstruction of the E13.5 mouse hindbrain and midbrain, with neurons coexpressing Maf, Esrrg, and Phox2b indicated as green circles within the hindbrain and blue triangles within the midbrain. Neurons expressing this 3-TF signature were found in the domains of the LVST group, the smaller vicinal mediocaudal neuron group (arrow) and a neuron group in the midbrain near the midline (blue triangles). Neurons are plotted from every sixth serial transverse section.

#### The 4-TF signature cannot be reduced to a 3-TF signature

To determine whether any 3-TF combinations among the 4 had similar spatial restriction, we assessed each separately in serial sections spanning the midbrain, hindbrain, and cervical and thoracic spinal cord. This showed that within the hindbrain, only one 3-TF combination (Maf/Esrrg/Phox2b) had the same spatial restriction as the 4-TF combination (Fig. 5, compare *A*, *E*). Other 3-TF combinations were each expressed by additional specific outlying neuron groups within the hindbrain (Fig. 5*B*–*D*). However, the Maf/Esrrg/Phox2b combination was also expressed by a group of neurons lying medially within the midbrain at the rostral end of the Phox2b CNS domain (Fig. 5*E*). Thus, only the 4-TF signature Maf/Esrrg/Phox2b/Lbx1 appeared to be expressed exclusively by the LVST group and its associated small vicinal mediocaudal group.

#### Use of the 3-TF signature as a proxy for the 4-TF signature within the hindbrain

The equivalence within the hindbrain (excluding the midbrain) of the immunostaining pattern for the 3-TF combination Maf/Esrrg/Phox2b and the 4-TF signature allowed us to use the former as a proxy for the latter in subsequent experiments. We could then directly assess the expression of the 3-TF combination in serial sections in which the LVST group was also retrogradely labeled, instead of indirectly in adjacent sections as done above. This showed unequivocally that the 4-TF signature was restricted to the LVST group and the smaller vicinal mediocaudal neuron group at E13.5 (Fig. 6*A*). We repeated the experiment in the E15.5 mouse hindbrain with identical results (Table 4). At E13.5, 86 and 90% of LVST neurons expressed this 4-TF combination in the two preparations assessed in this way (the remaining minority lacking either Maf or Esrrg; compare Fig. 4*B*).

**Figure 6.**
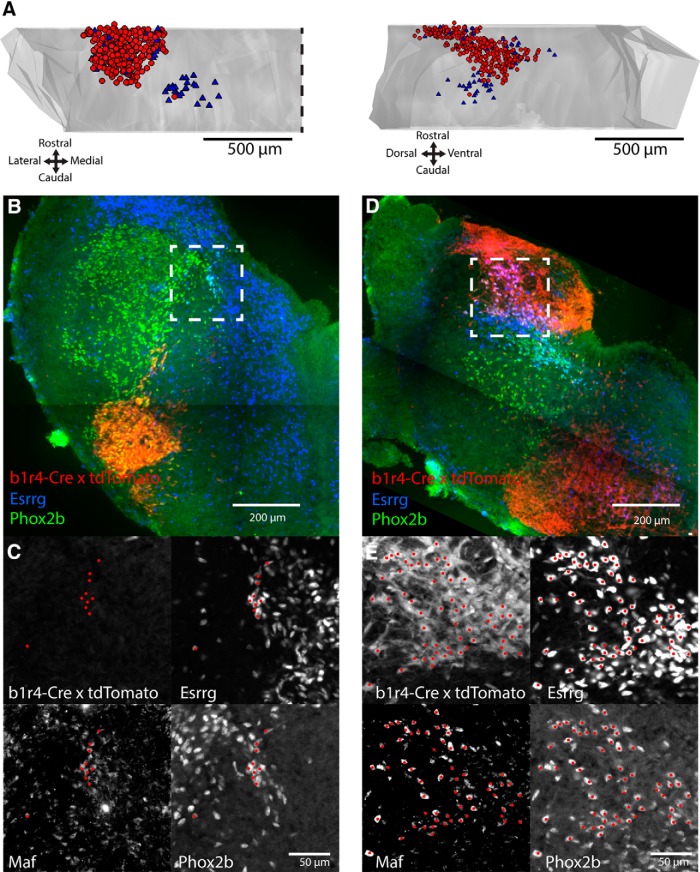
The LVST neuron group and the vicinal mediocaudal neuron group sharing the LVST group TF signature derive from different rhombomeric lineages. ***A***, Expression of Maf/Esrrg/Phox2b confirmed in LVST neurons by direct combination with retrograde BDA labeling in the E13.5 mouse hindbrain. Maf/Esrrg/Phox2b triple-positive neurons were restricted to two clusters, the large LVST neuron group and the smaller, vicinal mediocaudal neuron group, seen in frontal (left) and lateral (right) views. Red circles, Maf+ Esrrg+ Phox2b+ BDA+ neurons (*n* = 306); blue triangles, Maf+ Esrrg+ Phox2b+ BDA- neurons (*n* = 59). Cells from every third section in this preparation counted. Dashed line indicates the midline. ***B***–***E***, Transverse sections from an E14.5 b1r4-Cre x tdTomato mouse, triple-immunostained for Maf, Esrrg, and Phox2b, at the level of the vicinal mediocaudal neuron group (***B***, ***C***) and the LVST neuron group (***D***, ***E***). ***C***, ***E***, Separate confocal images of each fluorescent channel from within the dashed boxes shown in ***B*** and ***D***, with red dots indicating cells colabeled for Maf/Esrrg/Phox2b. tdTomato staining is absent in the vicinal mediocaudal neuron group (***C***), indicating the origin of these neurons from outside of r4. The anti-Maf signal is not shown in ***B*** or ***D*** for clarity. ***B***–***E***, Dorsal, up; lateral, left; midline, right.

**Table 4.** Developmental appearance of the 3-TF proxy for the LVST neuron group signature

**Stage**	**Mediocaudal vicinal group**	**LVST neuron group**	**Midbrain group**	**N preparations**	**Sections assessed per preparation**
	**(Lbx1+, Hoxb1-)**	**(Lbx1+, Hoxb1+)**	**(Lbx1-, Hoxb1-)**		
E9.5	0	0	0	3	Every 4th
E11.5	0, 0	152, 59	N/A	2	Every 4th
E13.5	31 ± 4	203 ± 41	145 ± 13	3	Every 6th
E15.5	31 ± 13	186 ± 66	N/A	3	Every 6th

Mean (±SD) of Maf/Esrrg/Phox2b triple-positive hindbrain neurons at different locations (with indicated coexpression of either Lbx1 and/or Hoxb1) at different developmental stages in the mouse embryo. N/A, Not assessed.

#### The 4-TF signature is unique to the LVST within the r4 lineage

We have not yet determined the identity of the vicinal mediocaudal neuron group, except to confirm that it was not retrogradely labeled from the spinal cord (Fig. 6*A*), nor have we identified alternative TF signatures that differentiate it from the LVST group. We noted, however, that a consistent feature of this neuron group was its relatively weak Maf immunostaining compared with the LVST group (Fig. 6*C*,*E*). Its more caudal location also prompted us to assess whether the two groups might have different rhombomeric origins. To do this, we used *b1r4-Cre x tdTomato* mice (Di Bonito et al., 2013) in which Cre expression and activity is restricted to r4 by a *HoxB1* r4-enhancer element, and tdTomato expression is thereby restricted to cells descendant from r4 (see Methods and Materials). In these mice, we found that of the two neuron groups that expressed the 3-TF combination, only the LVST group derived from r4-limited *HoxB1-*expressing progenitors at E14.5 (Fig. 6*B*–*E*). Thus, the 4-TF signature Maf/Esrrg/Phox2b/Lbx1 uniquely defines the LVST group within the r4 lineage.

#### The 4-TF signature emerges at an early stage

Having identified a lineage-specific TF signature that uniquely defines the LVST neuron group, we then asked how early during mouse hindbrain development this TF signature arises (Table 4). At E9.5, Phox2b immunostaining was evident in progenitors in the ventricular zone, but there were virtually no Maf, Esrrg or Lbx1 immunopositive cells in the hindbrain. At E11.5, we observed triple-positive Maf/Esrrg/Phox2b neurons (*n* = 2 preparations) and Esrrg/Phox2b/Lbx1 neurons (*n* = 2 preparations) overlapping with retrograde labeling of the nascent LVST group. We found that the Maf/Esrrg/Phox2b triple-positive neurons clustered in a single group in the hindbrain, and 20–50% of these were retrogradely labeled. E11.5 is during the period when LVST axons are growing toward the spinal cord, so some LVST neurons are expected to not be retrogradely labeled because their axons have not yet reached the tracer application site at C1. The percentage of Maf/Esrrg/Phox2b triple-positive neurons within the presumptive LVST domain that were retrogradely labeled from C1 increased to ∼70 and 95% at E13.5 and E15.5, respectively.

### TFs that define LVST neuron subpopulations

Next, we asked whether any of the TFs that were expressed by only a fraction of the LVST group were spatially compartmentalized within the group. We did this by generating 3D reconstructions of the immunostained LVST neurons (Figs. 4-1, 4-2). The examples described below of TFs with differential regional expression suggest a partitioning of LVST neurons into anatomic or functional subpopulations.

#### Esrrg in chicken

As already noted, in the mouse, virtually all LVST neurons expressed Esrrg. By contrast, in the chicken, Esrrg was only expressed by 70–80% of LVST neurons. 3D reconstructions showed that Esrrg-negative neurons in the chicken formed a coherent subpopulation located dorsolaterally within the LVST group (Fig. 4-2).

#### Pou3f1 in mouse

Approximately 60% of LVST neurons were Pou3f1+ in the mouse. At E13.5 in the mouse there was no obvious spatial pattern in the Pou3f1 expression pattern: Pou3f1+ and Pou3f1-negative LVST neurons were intermingled. By E15.5, however, the Pou3f1+ subpopulation occupied the dorsolateral, rostral part of the LVST (Fig. 4-1). In the chicken, *POU3F1* is listed as a pseudogene in the Gallus_gallus.Gallus_gallus-5.0.93.gtf annotation file downloaded from Ensembl. In accordance with this we could not detect POU3F1 by immunohistofluorescence (nor by RNAseq).

#### Onecut TFs

Similar proportions (∼40%) of mouse LVST neurons expressed Onecut1, 2, and 3, and these were all located more ventrocaudally within the LVST (Fig. 4-1). In the chicken, for which we had antibodies only against Onecut1, the picture was similar: ∼60% of LVST neurons expressed Onecut1, and these were located more caudally within the LVST (Fig. 4-2).

By immunostaining for Onecut1+2 or Onecut2+3 concurrently, we determined that only a minority of LVST neurons in the mouse (∼5%) was single-positive for one of the two Onecut factors (Fig. 4-5). From this we deduced that most LVST neurons express either all Onecut factors, or none of them. Onecuts 1, 2, and 3 displayed a wide range of immunostaining intensities in mouse LVST neurons. By measuring this within individual LVST neurons we determined that Onecut2 and Onecut3 immunostaining intensity correlated highly (E13.5: *R* ^2^ = 0.93 ± 0.01, E15.5: *R* ^2^ = 0.88 ± 0.06), whereas Onecut1 and 2 correlated less (E13.5: *R* ^2^ = 0.56 ± 0.14, E15.5: *R* ^2^ = 0.52 ± 0.14). A characteristic feature of the mouse LVST group at E15.5 was a rostral and very dorsal subpopulation of LVST neurons that consistently included only a few Onecut1/2/3+ neurons, and essentially no Esrrg-negative or Pou3f1-negative neurons (Fig. 4-1).

### TF combinations that distinguish r4- versus r5-derived cMVST neurons

In contrast to the LVST group, which derives exclusively from r4, the cMVST group derives from both r4 and r5, with the major part derived from r5. Our initial assessment of TF transcript expression indicated that virtually all cMVST neurons in the mouse express Lhx1+5 and Onecut 1, 2, and 3 at both E13.5 and E15.5 (Fig. 4*A*,*B*). However, Onecut3 stained most cMVST neurons only very weakly, except in the rostral portion of the cMVST group, where all Onecut factors exhibited stronger immunostaining than in the caudal portion (Fig. 4-6). Other TFs were expressed in fractions of the cMVST neuron group (in some cases in a stage-dependent manner). Large proportions of cMVST neurons expressed Esrrg (∼90%), Maf (80–95%), Pou3f1 (40–80%), and Evx2 (80–85%) transcripts. Smaller proportions expressed Lbx1 (∼20%) and Foxp2 (10–30%).

A similar picture was found in the chicken, with virtually all cMVST neurons expressing Lhx1+5 and Esrrg, a very large proportion expressing Maf or Onecut1 (∼90%), and a smaller proportion expressing Foxp2 (∼25%). In contrast to the mouse, essentially no cMVST neurons retrogradely labeled in the chicken at d7.5 or d9 expressed Lbx1 (Fig. 4*C*).

The above observations suggested that some TFs are common to all cMVST neurons, whereas others might be differentially expressed in the minor r4- and major r5-derived portions of the cMVST. We tested this directly by combining immunohistofluorescence and retrograde labeling in *b1r4-Cre x tdTomato* mice, which we did at E16.5 to ensure substantial retrograde labeling of the cMVST. Lbx1 and Evx2 had regionally restricted immunostaining patterns within the cMVST with a strong relationship to rhombomeric origin: Lbx1+ cMVST neurons were exclusively derived from r4, and Evx2+ cMVST neurons were primarily derived from r5 (Fig. 7*A*, and Fig. 4-3). Only ∼10% of r4-cMVST neurons expressed Evx2, whereas virtually all r5-cMVST neurons expressed Evx2 but not Lbx1 (Fig. 7*A*).

**Figure 7.**
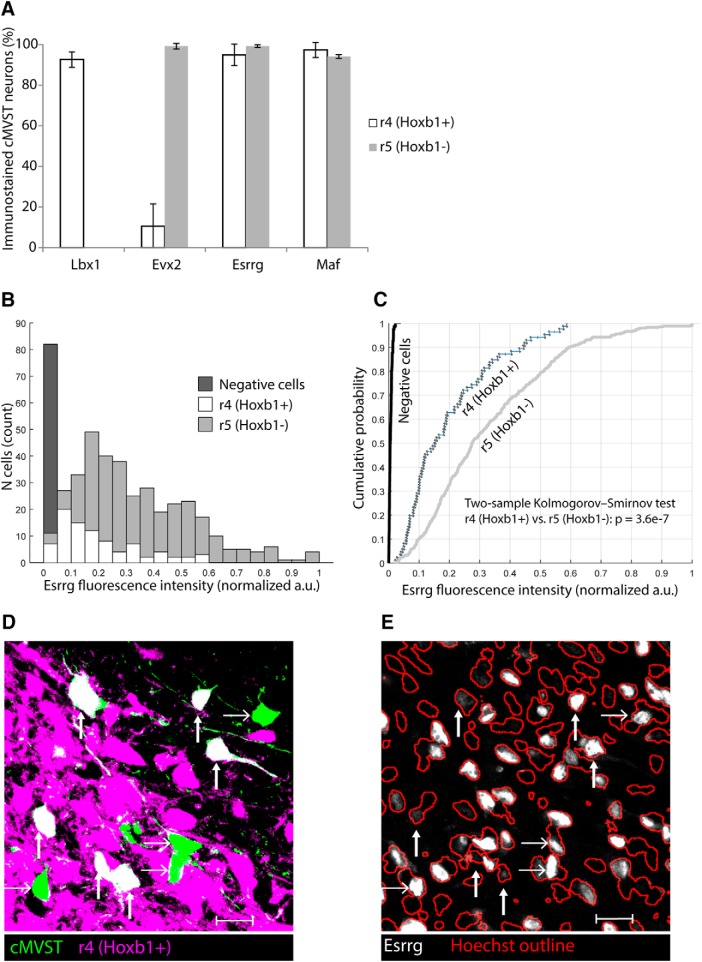
cMVST TFs are differentially expressed in r4- and r5-derived cMVST neurons. ***A***, Percentage of r4-derived (Hoxb1+) versus r5-derived (Hoxb1-) cMVST neurons immunostained for Lbx1, Evx2, Esrrg or Maf (*n* = 2 for Maf, *n* = 3 for others). Lbx1 and Evx2 immunostaining discriminates r4-cMVST and r5-cMVST neurons. ***B***, Histogram of Esrrg fluorescence intensity [in normalized arbitrary units (a.u.)] in individual r4-cMVST neurons (white bars), r5-cMVST neurons (light gray bars), and Esrrg-negative cells (dark gray bar, comprising nearby non-immunostained nuclei), assessed in *n* = 7, 8, and 9 sections from each of *n* = 3 different hindbrains. Note that r4-cMVST neurons are substantially fewer than r5-cMVST neurons, as expected from the relative sizes of the two portions of the cMVST group. ***C***, Empirical cumulative probability distributions of Esrrg fluorescence intensity in the same cMVST neurons and Esrrg-negative cells as in ***B***. Note that using cumulative probability distributions in effect normalizes the numbers of r4- and r5-cMVST neurons. The statistical difference between the two distributions was tested using the two-sample Kolmogorov–Smirnov test, with *p* value as indicated. ***D***, Confocal image of cMVST neurons (green), r4-derived cells (magenta), and dual positive r4-cMVST neurons (white). ***E***, Same field-of-view as in ***D***, with Esrrg-immunostained nuclei (white) and Hoechst stained nuclei (red outlines). ***D***, ***E***, vertical arrows indicate r4-cMVST neurons (mostly weak Esrrg staining), horizontal arrows r5-cMVST neurons (mostly strong Esrrg staining). All quantification was done on sections from E16.5 *b1r4-Cre x tdTomato* mice. Ventral, left; lateral, down. Optical slice thickness, 2 μm. Scale bar, 20 μm.

These results reveal TF combinations that distinguish the r4- and r5-derived portions of the cMVST, with the presence or absence of Lbx1 expression providing a clear distinction of the two portions. Thus, the TF combination Lhx1+5/Onecut1,2,3/Lbx1 is restricted to the r4-derived portion of the cMVST, whereas the TF combination Lhx1+5/Onecut1,2,3/Evx2 in the absence of Lbx1 is restricted to the r5-derived part of the cMVST.

Whether these TF combinations are similarly restricted to r4- and r5-cMVST neurons in the chicken was not determined, because of a lack of key antibodies (such as Evx2) and to the relative difficulty in selectively fate-mapping the r4 and r5 lineages in the chicken embryo, which requires additional approaches such as the generation of quail-chicken chimeras (Díaz et al., 1998). However, we note that there may be species-specific differences in cMVST group TF profiles, because we found essentially no Lbx1+ cMVST neurons in the chicken, despite this being a defining feature of the r4-derived portion of the cMVST group in the mouse. On the other hand, this could be because of immaturity of the r4-cMVST subgroup in the chicken at the stages studied (see Discussion).

### TFs that define additional cMVST neuron subpopulations

cMVST neurons that were immunopositive for each of Maf, Esrrg, Foxp2, and Pou3f1 were also differentially distributed, albeit less strikingly than for Evx2 and Lbx1, and they also exhibited some dynamic changes (Figs. 4-3, 4-4).

#### Maf in mouse

In the mouse, Maf-negative cMVST neurons (24%) were found mainly rostrally at E13.5, suggesting that they derived from r4. However, by E15.5 there were almost no Maf-negative cMVST neurons at all (5%), and these were found predominantly in the caudal region. By E16.5 ∼95% of all cMVST neurons were Maf+, with no bias toward either rhombomere (Fig. 7*A*). Thus, Maf expression may be restricted to the r5 lineage initially, but expands beyond that lineage during subsequent development. We found no regional pattern of Maf expression in the chicken cMVST.

#### Esrrg in mouse

For Esrrg, immunonegative and weakly immunopositive neurons were found mostly in the rostral end of the cMVST group, intermingled with strongly immunopositive neurons. Costaining for Esrrg and Evx2 (Evx2 being used as a proxy for r5 origin; see above) at E13.5 and E15.5 showed that approximately half of the r4-cMVST neurons were also Esrrg-negative (E13.5: 39 ± 24% SD, E15.5: 53 ± 5% SD). By E16.5, however, ∼90% of the r4-cMVST neurons were Esrrg+, although the immunostaining was weak in many of them (Fig. 7). Fluorescence intensity measurements confirmed that Esrrg immunostaining was weaker in r4-cMVST neurons compared with r5-cMVST neurons (Fig. 7*B*–*E*). We found no regional pattern of Esrrg expression in the chicken cMVST.

#### Foxp2

In the mouse, Foxp2+ neurons were rare in the rostral portion of the cMVST group at E13.5 and E15.5, whereas the caudal portion contained intermingled Foxp2+ and Foxp2-negative cMVST neurons. The number of Foxp2+ cMVST neurons in the caudal portion of the cMVST group declined noticeably from E13.5 to E15.5 (Fig. 4-3). In the chicken, we found a slight dorsolateral bias in the distribution of Foxp2+ cMVST neurons (Fig. 4-4).

#### Pou3f1 in mouse

In the mouse, Pou3f1 was expressed in both the rostral and caudal portions of the cMVST group in approximately equal proportions at E13.5, but at E15.5 there was a bias toward large numbers of Pou3f1+ neurons toward the mediocaudal pole of the cMVST group (Fig. 4-3). There was a precipitous drop in the proportion of Pou3f1+ cMVST neurons from E13.5 to E15.5 (Fig. 4*B*).

### A restricted, conserved TF signature that defines the r5-cMVST group

#### Spatial restriction of a 4-TF signature

Having identified TF combinations that distinguish the r4- and r5-derived portions of the cMVST group in the mouse, we then asked whether any TF combination represents a conserved TF signature that is restricted to either of these portions of the cMVST group. Here we focus on the r5-cMVST neurons.

Preliminary experiments assessing various 4-TF combinations in r5-cMVST neurons led us to the combination Lhx1+5/Evx2/Maf/Esrrg. Immunofluorescence assessment from lumbar spinal cord to cortex in the E13.5 mouse showed that the only cells that expressed this TF combination were in the location of the cMVST group and extending medially from this group toward the midline (Fig. 8; Table 5).

**Figure 8.**
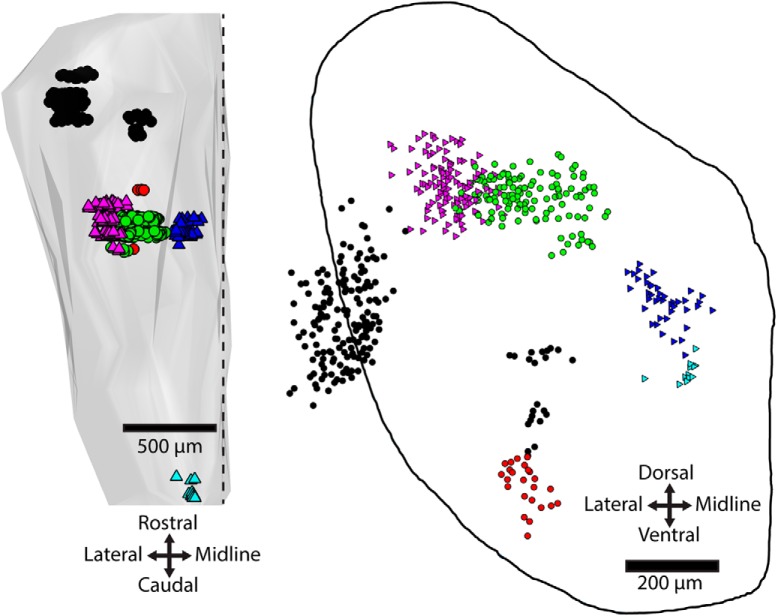
Expression of the Lhx1+5/Evx2/Maf/Esrrg TF combination in the E13.5 mouse is restricted to two clusters of neurons. Only two neuron groups in the mouse CNS coexpressed Lhx1+5/Evx2/Maf/Esrrg, indicated by green circles (cMVST group) and blue triangles (medially extending neighboring neuron population). Retrogradely labeled LVST neurons (magenta triangles) are plotted from alternating serial sections from the same preparation for orientation. The other neuron groups shown (black circles, red circles, turquoise triangles) are Evx2/Maf/Esrrg triple-positive but Lhx1+5-negative. Outline on the right is drawn from the level of the cMVST group. Scale bars: left, 500 μm; right, 200 μm.

**Table 5.** Number of Lhx1+5/Evx2/Maf/Esrrg quadruple-positive neurons at different developmental stages in the mouse

** Stage**	**r5-cMVST lateral**	**Medial extension**	***N* preparations**	**Sections assessed/preparation**
E9.5	0	0	3	Every 4th
E11.5	8	2	1	Every 4th
E13.5a	85 ± 25	25 ± 21	3	Every 6th
E15.5b	98 ± 21	25 ± 9	3	Every 6th

Counts of quadruple positive cells ± SD in different areas of the mouse CNS.

*^a^*Counts represent entire CNS. Only the hindbrain was assessed at other stages.

*^b^*Preparations at E15.5 were not coimmunostained for Lhx1+5 because they included retrograde labeling of the cMVST; here, counts represent Evx2/Maf/Esrrg immunostained neurons in and around the cMVST domain only (other brainstem areas were not assessed; Fig. 9).

We could not make the same assessment of the r5-cMVST TF signature in the chicken because of the lack of a functioning Evx2 antibody. Nevertheless, we had already determined that virtually all cMVST neurons in the chicken express Lhx1+5, Maf, and Esrrg, as well as Onecut1. Together with the fact that Evx2 transcripts were detected in chicken cMVST RNA samples (Fig. 3*B*; Table 3), and that no Lbx1 immunopositive neurons were detected in the chicken cMVST, it appears that the Lhx1+5/Evx2/Maf/Esrrg TF signature of r5-cMVST neurons is conserved in the two species.

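In the chicken, EVX2 (ENSGALG00000020768) had 21, 130, 9 and 163 counts in cMVST replicates 1, 2, 3 and 4 and no count in the 4 LVST samples. Its level was 13.1 ± 10.9 TPM (SD, n = 4) in the cMVST group and 0.732 ± 0.249 TPM (SD, n = 4) in the medial control, where samples held 3 to 6 counts. The LVST group was at least 24.2-fold lower than the cMVST group, and the replicates did not overlap. A two-sided exact permutation test of mean log2(TPM + 1) gave p = 0.0286, the smallest possible for 4 against 4. The adjusted p over all genes was 0.170 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among 5 alternatives, EVX2 passed the threshold of 0.05 with the likelihood ratio test (0.00307), DESeq2 (8.95e-04) and a fit that held the medial control (0.0231), in a range up to 0.323. From Evx2 transcripts in chicken cMVST samples, the immunostaining of Lhx1+5, Maf and Esrrg and the absence of Lbx1 immunostaining there, the paper proposes that the signature of r5-cMVST neurons is shared by mouse and chicken.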

#### The 4-TF signature cannot be reduced to a 3-TF signature, but one 3-TF signature can be used as a proxy

To enable a direct demonstration through retrograde labeling of the expression of this TF signature by the r5-cMVST neurons, we then assessed the possible 3-TF combinations among Lhx1+5, Evx2, Maf, and Esrrg to determine whether any of these could be used as a proxy for the 4-TF signature. We found that each 3-TF combination was expressed by additional neuron groups within the hindbrain. However, the additional neuron groups expressing the Evx2/Maf/Esrrg combination were well separated from the cMVST group and the contiguous medially extending neuron population (Fig. 8), allowing us to use this 3-TF combination as a proxy. We combined Evx2/Maf/Esrrg immunostaining with retrograde labeling of the cMVST at E15.5 to definitively assess overlap with the r5-cMVST neurons. This demonstrated that the contiguous medially extending neuron population was not retrogradely labeled and thus did not project to the spinal cord, whereas ∼50% (38, 53, and 66% in 3 separate preparations) of neurons in the cMVST domain was retrogradely labeled (Fig. 9). E15.5 is during the period when cMVST axons are growing toward the spinal cord, so some cMVST neurons are likely not retrogradely labeled because their axons have not yet reached C1. Most non-retrogradely labeled Evx2/Maf/Esrrg immunopositive neurons were positioned within the cMVST group domain, intermingled with retrogradely labeled cMVST neurons (Fig. 9). The proportion of r5-cMVST neurons expressing the Evx2/Maf/Esrrg signature was 89% (the remainder lacking either Maf or Esrrg; compare Fig. 4).

**Figure 9.**
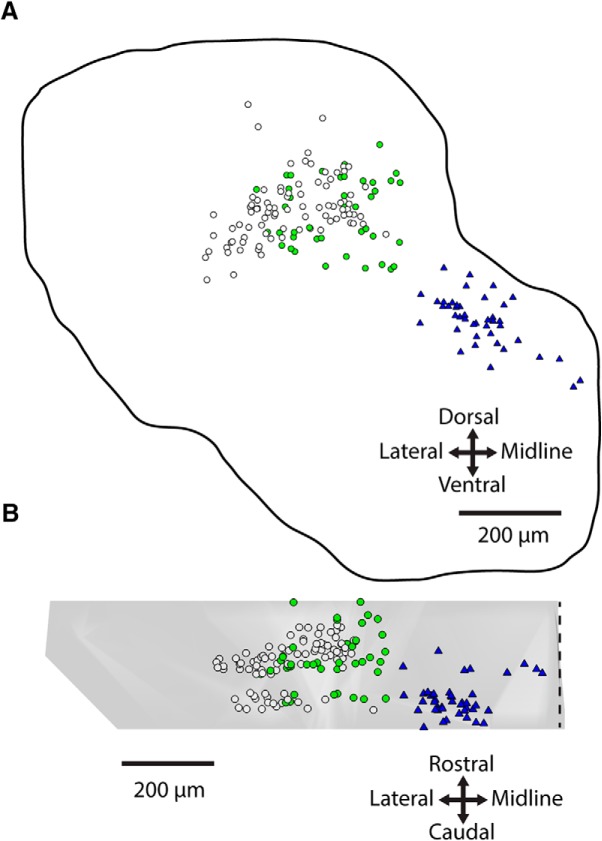
Overlap of retrograde labeling and Evx2/Maf/Esrrg-immunostaining in the region of the cMVST group. ***A***, ***B***, Locations of laterally located Evx2/Maf/Esrrg-expressing cells in an E15.5 mouse that overlap with contralateral retrograde labeling (white circles; *n* = 87) or not (green circles; *n* = 41). Medially located Evx2/Maf/Esrrg-expressing neurons with no retrograde labeling shown as blue triangles (*n* = 42). Neurons from every third section throughout the rostrocaudal extent of the cMVST group shown. ***A***, Transverse section through the level of the cMVST group outlined. ***B***, Side view of the rostrocaudal extent of the cMVST group.

We have not yet determined the identity of the neurons that extend medially from the cMVST group, nor have we identified alternative TF signatures that differentiate them from the cMVST neurons.

#### Developmental appearance of the 4-TF signature

Having established that Lhx1+5/Evx2/Maf/Esrrg expression was restricted to the r5-cMVST neuron group and its contiguous, medially extending neighbor group, we set out to assess how early this 4-TF signature appears during development. Quadruple-positive r5-cMVST neurons were not present at E9.5 (because there is yet no Maf or Esrrg expression; see description of LVST-related TF development), but 10 such neurons were seen in a preparation at E11.5 (Table 5), 8 of which were located laterally (in the presumptive cMVST group domain) and 2 of which were found medially, close to the midline. By E13.5 the number of quadruple-positive neurons had increased in both lateral and medial regions to levels seen in retrogradely labeled preparations at E15.5 (Table 5).

### In search of a TF signature for the r4-cMVST group

Identifying a TF signature restricted to the r4-cMVST group posed more of a challenge because only three TFs were robust markers of this subgroup: Lbx1, Lhx1+5, and Onecut1/2/3. As mentioned earlier in the section entitled *Esrrg in mouse*, Esrrg was only detected in ∼50% of r4-cMVST neurons, and at least some r4-cMVST neurons are Maf-negative. We therefore assessed the 4-TF signature Lbx1/Lhx1+5/Maf/Onecut, using Onecut2 as a proxy for Onecut1 and 3, because Onecut family members are usually coexpressed, and our Onecut1 and 3 antibodies were of the same host species as our Lbx1 antibody. Coimmunostaining in the E13.5 mouse hindbrain revealed that the majority of neurons expressing this 4-TF signature were not r4-cMVST neurons, or even cMVST neurons at all (Fig. 10*A*,*B*). Two distinct populations of neurons were observed, with different rostrocaudal and dorsoventral locations. The largest and more caudal of these was clearly non-vestibular, as it was located ventromedially (Fig. 10*A*,*B*, orange triangles). The more rostral population contained some r4-cMVST neurons, but the majority was non-cMVST neurons, as they lay well outside the cMVST group domain (Fig. 10*A*,*B*, green circles). We then asked whether these rostral non-cMVST neurons were derived from r4, by immunostaining for Lbx1/Lhx1+5/Onecut2 in the *b1r4-Cre x tdTomato* mouse. If not, then this 4-TF signature might be unique to the r4-cMVST group within the r4 lineage. Nearly all the Lbx1/Lhx1+5/Onecut2-positive cells in this area were, however, colabeled for tdTomato, indicating that they derived from r4 (Fig. 10*C*,*D*). We conclude that this 4-TF signature, although it labels some r4-cMVST neurons, is not unique to the r4-cMVST, even within r4. We therefore did not assess it in the rest of the CNS.

**Figure 10.**
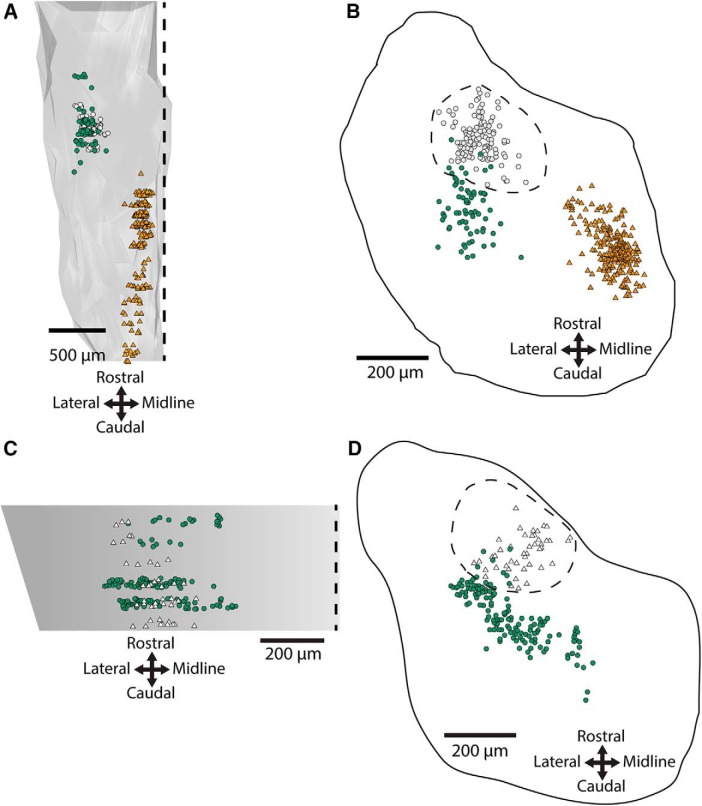
Hindbrain cells expressing Lbx1/Lhx1+5/Onecut2/Maf are not restricted to the r4-cMVST group. ***A***, 3D map and (***B***) transverse projection map of cells coexpressing Lbx1/Lhx1+5/Maf/Onecut2 in the E13.5 mouse hindbrain, with retrogradely labeled LVST neurons (white circles) plotted from adjacent interleaved sections for orientation. Green circles and orange triangles represent Lbx1/Lhx1+5/Maf/Onecut2+ cells located, respectively, at the same rostrocaudal level but predominantly ventral to the cMVST and LVST, and at a more caudal and ventromedial location. The dashed line roughly delineates the location of LVST and cMVST neurons, and contains only a few quadruple-immunolabeled cells. Cells are plotted from every sixth serial transverse section; in ***B*** these are projected onto a single plane. ***C***, 3D map and (***D***) transverse projection map of cells coexpressing Lbx1/Lhx1+5/Onecut2/tdTomato in the E14.5 *b1r4-Cre x tdTomato* mouse hindbrain, with retrogradely labeled cMVST neurons (white triangles) plotted from adjacent interleaved sections for orientation. Green circles represent Lbx1/Lhx1+5/Onecut2/tdTomato+ cells. The 3D reconstruction in ***A*** is limited rostrocaudally to the level of the quadruple-immunolabeled cells and the cMVST neurons. The dashed line roughly delineates the location of LVST and cMVST neurons, and contains 11 quadruple-immunolabeled cells that are likely to be r4-cMVST neurons. Typically 20% of the cMVST group as a whole (45 neurons in this reconstruction) are r4-cMVST neurons. This corresponds well with the counts of quadruple-labeled cells here (45 × 0.2 = 9). Cells are plotted from every fourth serial transverse section; in ***D*** these are projected onto a single plane.

## Discussion

### Principal findings

We have previously described that the vestibulospinal system comprises three coherent groups of neurons with distinct anatomic locations, developmental origins, projection patterns and functional connectivity (Glover and Petursdottir, 1988, 1991; Díaz and Glover, 2002; Díaz et al., 1998; Auclair et al., 1999; Glover, 2000a; Pasqualetti et al., 2007; Kasumacic et al., 2010; Di Bonito et al., 2015; Lambert et al., 2016). Specifically, the two largest of these groups, the LVST and cMVST groups, have respectively dorsolateral versus dorsomedial locations, r4 versus r4+r5 origins, ipsilateral versus contralateral projections, and synaptic targets along the entire length of the spinal cord versus limited to the cervical spinal cord. Although previous studies have documented the expression of Phox2b and Lbx1 in LVST neurons (Schubert et al., 2001; Chen et al., 2012), a more complete assessment of TF profiles in VS neurons has been lacking. Here we use RNAseq to provide the first comprehensive post-mitotic transcriptomes of the LVST and cMVST neuron groups, in two species representing two different vertebrate classes. We further demonstrate protein expression of a number of TFs by immunohistofluorescence, and identify conserved sets of TFs that distinguish the LVST group from the cMVST group, and the r4-derived portion of the cMVST group from the r5-derived portion. Using combinatorial TF immunostaining and inspection along the entire length of the CNS, we identify two specific TF signatures that are restricted to respectively the LVST group and the r5-cMVST group, together with a smaller group of nearby neurons in each case. Finally, we identify additional TFs that define subpopulations within the LVST and cMVST neuron groups. Together, these results demonstrate a molecular underpinning that correlates with and likely contributes to the anatomic and functional characteristics that distinguish these brainstem-to-spinal cord projection neuron groups.

### Methodological considerations

Neurons acquire cell-specific phenotypes through transcriptional multi-step cascades during development, and transcriptional control relies heavily on differential TF expression (Jessell, 2000; Hobert, 2008; Ooi and Wood, 2008; Achim et al., 2014; Kessaris et al., 2014; Arendt et al., 2016). To ascertain which TFs are expressed in nascent post-mitotic VS neurons, we used RNAseq on manually sorted, retrogradely labeled neurons, which ensured selective isolation of the relatively few neurons involved (Hempel et al., 2007; Okaty et al., 2011). By investigating the VS transcriptome in both mouse and chicken, we could hone in on phylogenetically conserved TF signatures.

TFs that specify the identity of neuronal lineages are often rapidly downregulated in postmitotic neurons, which typically begin to express new sets of cell-type-specific TFs (Achim et al., 2014). Here, we had to retrogradely label postmitotic VS neurons to identify and isolate them. This restricted the time window in which we could assess transcriptomic profiles. Chen et al. (2012), using a Hoxb1-GFP mouse, observed putative LVST axons extending toward the spinal cord by E10.5. Here we found that the LVST neuron group can be retrogradely labeled from the spinal cord by E11.5 and d4–d5 (HH24-26), and the cMVST neuron group can be retrogradely labeled from the mid-medulla by E13.5 and d7.5–d8.5 (HH30-32), in the mouse and chicken embryo respectively. We could obtain sufficient numbers of cMVST neurons only by retrogradely labeling from the mid-medulla at E13.5/d7.5 (see Materials and Methods). To minimize sample variation within species because of developmental differences, we thus chose E13.5 and d7.5 for harvesting both the LVST neurons (labeled from C1) and the cMVST neurons (labeled from mid-medulla). Based on the above indications of the earliest time of axon outgrowth, and presuming that axon outgrowth begins shortly after the neurons are born, our RNAseq data represent expression at least 3 d after the LVST neurons are born. Because the cMVST neurons appear to develop ∼2 d later than the LVST, we estimate that the RNAseq data represent expression at least 1 d after the cMVST neurons are born. All of the TFs that make up the VS group-specific signatures were expressed at both E13.5/d7.5 and E15.5/d9, and as early as E11.5 in the mouse, indicating that the signatures are valid over a broad temporal range. The extent to which these TFs or others that we have captured by RNAseq are involved in lineage specification versus cell differentiation (or both) remains an open question.

### Commonality and exclusivity in vestibulospinal TF signatures

#### Phox2b versus Lhx1+5 as discriminants of the LVST and cMVST groups

Phox2b and Lhx1+5 are mutually exclusive, discriminating the LVST from the cMVST. Interestingly, forced expression of *Phox2* genes downregulates Lhx1+5 in the spinal cord *in vivo* and also suppresses the growth of commissural axons (Hirsch et al., 2007; Pla et al., 2008), suggesting that repressive interactions between these two TFs may be involved in specifying the LVST from the cMVST.

Phox2b has been described as a pan-visceral homeodomain TF, because most Phox2b-expressing neurons are associated with visceral function, e.g., branchial and visceral motoneurons (Pattyn et al., 2000), and first- and second-order visceral sensory neurons (D’Autréaux et al., 2011). In the adult rat, however, some neurons with no relationship to autonomic function express Phox2b (Kang et al., 2007). Our finding that all LVST neurons express Phox2b at embryonic stages is further evidence of *Phox2b* expression outside of traditionally defined visceral neurons, raising interesting questions about the developmental role of Phox2b, the definition of visceral function, and the evolution of the LVST neuron phenotype.

Lhx1 and Lhx5 are expressed in a number of different cell types throughout the CNS. The antibody we and many other studies have used does not discriminate between the two, but evidence suggests that they are often coexpressed (Cepeda-Nieto et al., 2005; Moreno et al., 2005; Pillai et al., 2007). Lhx1+5 and other Lim homeodomain TFs have been shown to be essential for proper differentiation, axon guidance, and neurotransmitter phenotype of diverse neuron types, and Lhx1+5 is expressed by some reticulospinal neurons (Kania et al., 2000; Cepeda-Nieto et al., 2005; Pillai et al., 2007; Zhao et al., 2007; Bröhl et al., 2008; Kohl et al., 2015), although a relationship between these and the cMVST group is not immediately obvious.

#### Lbx1 and Evx2 discriminate r4- and r5-derived VS neurons

Lbx1 was expressed in all LVST neurons in both mouse and chicken and 90% of neurons in the r4-cMVST group in the mouse. In the chicken, in which r4- versus r5-derived neurons could not be distinguished because we did not include rhombomeric fate-mapping, we found no Lbx1+ cMVST neurons. Because r4-derived neurons are known to exist in the chick (Díaz et al., 1998), we believe that this discrepancy relates to the timing of their axon outgrowth to the spinal cord, that is, that we have not retrogradely labeled late enough to detect them. Lbx1 is expressed by a diverse collection of CNS neurons, categorized by some studies as having primarily somatic functions, including somatosensory association interneurons in the dorsal spinal cord (Gross et al., 2002) and somatosensory relay neurons in the trigeminal nucleus (Sieber et al., 2007).

The r5-cMVST group did not express Lbx1, but Evx2. Evx2 is expressed postmitotically in V0 interneurons in the spinal cord and in more extensive neuron populations in the hindbrain and midbrain (Moran-Rivard et al., 2001; Inamata and Shirasaki, 2014). Evx2-expressing neurons are primarily, but not exclusively, commissural (Lu et al., 2015), which is generally consistent with the cMVST phenotype.

#### Maf and Esrrg are VS-common TFs

Among the TFs we studied, Maf and Esrrg are expressed by the vast majority of both LVST and cMVST neurons. These TFs are therefore pivotal for distinguishing VS neurons from other neurons that express combinations of Phox2b, Lbx1, Evx2 and Lhx1+5. Exceptions were the somewhat lower proportions of Esrrg+ neurons in the dorsolateral part of the LVST group in chicken and in the r4-cMVST group in mouse. Both Maf and Esrrg play critical roles in specifying post-mitotic cell types, both within and outside the nervous system (Maf: Wende et al., 2012; Zhang and Guo, 2015; Esrrg: Süsens et al., 2000; Friese et al., 2009; Patthey et al., 2016; Yoshihara et al., 2016). Maf belongs to the activated protein-1 superfamily (Zhang and Guo, 2015). Its paralog MafB is selectively expressed in r5 and r6 in mice and zebrafish, highlighting the relationship of Maf genes to hindbrain development (Moens and Prince, 2002; Giudicelli et al., 2003). Esrrg is a constitutively active nuclear hormone receptor, with no known physiologic activating ligand (Huppunen et al., 2004). Expression of Esrrg and its invertebrate homolog is also rhombomere-specific in developing zebrafish and amphioxus (Bardet et al., 2005).

### CNS-wide restriction of identified VS TF signatures

Increasing efforts are being made to identify TF signatures for functionally identifiable neuron groups within the motor system. Recent evidence suggests a much greater diversity in the functional organization of brainstem-to-spinal cord projections than was previously recognized (for review, see Perreault and Glover, 2013; Brownstone and Chopek, 2018), but to date there have been few attempts to codify this diversity in terms of TF signatures (Cepeda-Nieto et al., 2005; Chen et al., 2012; Bretzner and Brownstone, 2013). One important question that is not often addressed is whether TF signatures are restricted to a neuron group of interest or also expressed elsewhere in the CNS.

Through CNS-wide immunofluorescence mapping in the mouse, we were able to assess the degree to which the TF signatures we identified are specific to the LVST and cMVST neuron groups. The combination of Phox2b/Lbx1/Maf/Esrrg was restricted to the LVST group and a smaller group of neurons that was slightly caudal to the LVST group, had weaker levels of Maf expression, and did not originate from r4. The combination of Evx2/Lhx1+5/Maf/Esrrg was restricted to the r5-cMVST group and to more medial neurons at the same rostrocaudal level. In neither case were the vicinal non-LVST or non-r5-cMVST neurons retrogradely labeled from the spinal cord at the developmental stages examined. Whether this means they never project to the spinal cord, or are in fact nascent bulbospinal neurons whose axons have not yet reached the spinal cord, remains to be determined. Despite the fact that they also are expressed by additional neurons near the LVST and cMVST groups, it is notable that these TF signatures are otherwise unique within the CNS at the stages examined.

In contrast to the LVST and r5-cMVST neuron groups, we have not yet found a TF signature that is similarly restricted to the r4-cMVST group. The 3-TF signature that we found that provides full coverage of the r4-cMVST group, Lbx1/Lhx1+5/Onecut2, was expressed by many other cell groups within the CNS. Even when assessed only within the r4-domain, many non-cMVST neurons within r4 expressed this signature.

Further work is required to determine whether additional TFs distinguish the LVST and cMVST groups from the smaller neighboring non-VST neurons. Nevertheless, the degree of restriction exhibited makes these 4-TF signatures useful markers for the groups and should facilitate further investigations into vestibulospinal development and function.

### Proposed progenitor origins and evolutionary implications

The differential expression of TF signatures by the LVST and cMVST groups are related to rhombomeric origin, and thus to rhombomere-specific TFs involved in anteroposterior-patterning. Indeed, Hoxb1 is a critical factor in specifying the LVST and r4-cMVST neuron phenotypes; in the absence of Hoxb1 expression these groups do not develop (Di Bonito et al., 2015). Which r5-related Hox TF(s) is(are) similarly critical for the specification of the r5-cMVST group remains to be determined, but is likely to be among Hoxa3/b3/d3 (Keynes and Krumlauf, 1994).

Although largely composed of postmitotic TFs, the signatures indicate a composite origin of the vestibulospinal system with respect to dorsoventral neural progenitor domains. Expression of Phox2b and Lbx1 in the hindbrain is specific for the dB2 progenitor domain (Hernandez-Miranda et al., 2017) indicating that this is the origin of the LVST group, as previously proposed by Chen et al. (2012). The dB2 progenitor domain is unique to the hindbrain, suggesting that there is no LVST neuron group homolog elsewhere.

By contrast, the expression of Lbx1 and Lhx1+5 in the r4-cMVST neurons suggests a possible origin from either the pdB1, the pdB4 or the late pdBLa progenitor domains (Hernandez-Miranda et al., 2017). Currently unpublished work from our laboratories indicates that none of the cMVST neurons derive from Ascl1-expressing progenitors (Glover and Dymecki, unpublished observations), suggesting an origin from the pdB4 domain.

The r5-cMVST group TF signature suggests yet another DV origin, given the inclusion of Evx2 and the exclusion of Lbx1. Evx2 is indicative of a p0 progenitor origin, which would place the r5-cMVST group in the unusual position of deriving from a ventral as opposed to a dorsal progenitor domain.

That these diverse lineages converge on a vestibulospinal phenotype raises interesting questions about the evolution of the vestibulospinal system. Given that they derive from progenitor domains that are found throughout the hindbrain-spinal cord axis, it would seem that the r4- and r5-cMVST groups represent a situation in which spinal interneuron populations have been co-opted and repurposed for vestibulospinal function. Because the cMVST is primarily involved in vestibulo-collic reflexes (that is, reflexive movements of the head about the neck), this co-option would most likely have occurred first with the advent of a movable neck, that is, later than fish and amphibians. By contrast, the LVST group is among vestibulospinal neurons uniquely related to Phox2b, and projects to the entire length of the spinal cord in both limbed and non-limbed vertebrates. Given that Phox2 genes predate the chordates, and that balance-related control of both trunk and limb musculature is important throughout the vertebrate radiation, this could mean that the LVST is the primordial vestibulospinal projection, which has been supplemented by the cMVST (and the iMVST) later in evolution.

### VS group subpopulations defined by additional TFs

The cMVST group is composed of two subgroups based on rhombomeric origin. Both the LVST group and the cMVST group are likely to exhibit further heterogeneity, given that they target various spinal segments and neuron subtypes (Wilson and Yoshida, 1969; Uchino and Kushiro, 2011; Kasumacic et al., 2015), and receive various types of vestibular afferent input (Boyle and Pompeiano, 1981; Uchino and Kushiro, 2011). Expression of TFs that define subpopulations within these groups was therefore expected.

We found that Lbx1, Evx2, Onecut1/2/3, Foxp2, Pou3f1, and to a certain degree Maf and Esrrg, all defined subpopulations of neurons within at least one VS group. How these expression patterns relate to functional differences among VS neurons remains to be determined. Some predictions can be made, however. Several studies have shown in mammals that respectively rostral versus caudal LVST neurons target cervical versus lumbar spinal levels (Brodal, 1963; Shamboul, 1980; Esposito et al., 2014). This could be related to our observation that Pouf31 is expressed in more rostral LVST neurons, whereas Onecut1/2/3 are expressed in more caudal LVST neurons. Similarly, Foxp2 (which was absent in the LVST group) was expressed by more neurons in the caudal and dorsolateral portions, respectively, of the mouse and chicken cMVST neuron group.

We note that such intrinsic patterning within VS neuron groups could be explained by transitory developmental states, rather than permanent functional subdivisions, although some examples (such as the rostrocaudally biased Onecut and Foxp2 expression patterns) are stable during the developmental period we have studied. Clearly, further work is needed to determine the relevance of these TFs for functional diversity within the VS groups.

### Significance of the work

The molecular mechanisms that specify hodological and anatomic subdivisions within brainstem-to-spinal cord projection neurons are poorly understood. Assessment of TF expression profiles provides information essential for addressing this question. Here we show that TF signatures conserved between mammals and birds can be defined for specific, functionally identifiable VS projection neuron groups.

This lends support to the idea that descending systems for communication between the brainstem and spinal cord are set up by a genetic blueprint established early in vertebrate evolution, in this case at least 300 million years ago, when the avian and mammalian lineages diverged.

The identification of specific TF signatures provides opportunities in several directions, including to ascertain evolutionary relationships and changes, to unravel functional heterogeneity, to facilitate molecular manipulations, to elucidate molecular programs of differentiation and identify terminal selector genes, and to generate specific types of vestibulospinal neurons from stem or progenitor cells *in vitro* for research and medical purposes.

## References

[B1] Achim K, Salminen M, Partanen J (2014) Mechanisms regulating GABAergic neuron development. Cell Mol Life Sci 71:1395–1415. 10.1007/s00018-013-1501-3 24196748PMC11113277

[B2] Akaike T (1983) Neuronal organization of the vestibulospinal system in the cat. Brain Res 259:217–227. 10.1016/0006-8993(83)91252-0 6297669

[B3] Arendt D, Musser JM, Baker CVH, Bergman A, Cepko C, Erwin DH, Pavlicev M, Schlosser G, Widder S, Laubichler MD, Wagner GP (2016) The origin and evolution of cell types. Nat Rev Genetics 17:744–757. 10.1038/nrg.2016.127 27818507

[B4] Auclair F, Marchand R, Glover JC (1999) Regional patterning of reticulospinal and vestibulospinal neurons in the hindbrain of mouse and rat embryos. J Comp Neur 411:288–300. 10.1002/(SICI)1096-9861(19990823)411:23.0.CO;2-U 10404254

[B5] Bardet PL, Schubert M, Horard B, Holland LZ, Laudet V, Holland ND, Vanacker JM (2005) Expression of estrogen-receptor related receptors in amphioxus and zebrafish: implications for the evolution of posterior brain segmentation at the invertebrate-to-vertebrate transition. Evol Dev 7:223–233. 10.1111/j.1525-142X.2005.05025.x 15876195

[B6] Boyle R, Pompeiano O (1981) Convergence and interaction of neck and macular vestibular inputs on vestibulospinal neurons. J Neurophysiol 45:852–868. 10.1152/jn.1981.45.5.852 7241173

[B7] Bretzner F, Brownstone RM (2013) Lhx3-Chx10 reticulospinal neurons in locomotor circuits. J Neurosci 33:14681–14692. 10.1523/JNEUROSCI.5231-12.2013 24027269PMC6705172

[B8] Brodal A (1963) Anatomical observations on the vestibular nuclei, with special reference to their relations to the spinal cord and the cerebellum. Acta Otolaryngol Suppl 192:124.14222372

[B9] Bröhl D, Strehle M, Wende H, Hori K, Bormuth I, Nave KA, Müller T, Birchmeier C (2008) A transcriptional network coordinately determines transmitter and peptidergic fate in the dorsal spinal cord. Dev Biol 322:381–393. 10.1016/j.ydbio.2008.08.002 18721803

[B10] Brownstone RM, Chopek JW (2018) Reticulospinal systems for tuning motor commands. Front Neural Circuits 12:30. 10.3389/fncir.2018.00030 29720934PMC5915564

[B11] Cepeda-Nieto AC, Pfaff SL, Varela EA (2005) Homeodomain transcription factors in the development of subsets of hindbrain reticulospinal neurons. Moll Cell Neurosci 28:30–41. 10.1016/j.mcn.2004.06.016 15607939

[B12] Chen Y, Takano-Maruyama M, Fritzsch B, Gaufo GO (2012) Hoxb1 controls anteroposterior identity of vestibular projection neurons. PloS One 7:e34762. 10.1371/journal.pone.0034762 22485187PMC3317634

[B13] D’Autréaux F, Coppola E, Hirsch MR, Birchmeier C, Brunet JF (2011) Homeoprotein Phox2b commands a somatic-to-visceral switch in cranial sensory pathways. Proc Natl Acad Sci U S A 108:20018–20023. 10.1073/pnas.1110416108 22128334PMC3250195

[B14] Di Bonito M, Boulland JL, Krezel W, Setti E, Studer M, Glover JC (2015) Loss of projections, functional compensation, and residual deficits in the mammalian vestibulospinal system of *Hoxb1*-deficient mice. eNeuro 2:ENEURO.0096-15.2015. 10.1523/ENEURO.0096-15.2015 PMC469708226730404

[B15] Di Bonito M, Narita Y, Avallone B, Sequino L, Mancuso M, Andolfi G, Franzè AM, Puelles L, Rijli FM, Studer M (2013) Assembly of the auditory circuitry by a Hox genetic network in the mouse brainstem. PLoS Genet 9:e1003249. 10.1371/journal.pgen.1003249 23408898PMC3567144

[B16] Díaz C, Glover JC (2002) Comparative aspects of the hodological organization of the vestibular nuclear complex and related neuron populations. Brain Res Bull 57:307–312. 10.1016/S0361-9230(01)00673-6 11922978

[B17] Díaz C, Glover JC, Puelles L, Bjaalie JG (2003) The relationship between hodological and cytoarchitectonic organization in the vestibular complex of the 11-day chicken embryo. J Comp Neurol 457:87–105. 10.1002/cne.10528 12541327

[B18] Díaz C, Puelles L, Marín F, Glover JC (1998) The relationship between rhombomeres and vestibular neuron populations as assessed in quail-chicken chimeras. Dev Biol 202:14–28. 10.1006/dbio.1998.8986 9758700

[B19] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B20] Donevan AH, Fleming FL, Rose PK (1992) Morphology of single vestibulospinal collaterals in the upper cervical spinal cord of the cat: I. Collaterals originating from axons in the ventromedial funiculus contralateral to their cells of origin. J Comp Neurol 322:325–342. 10.1002/cne.903220304 1517483

[B21] Espana A, Clotman F (2012) Onecut transcription factors are required for the second phase of development of the A13 dopaminergic nucleus in the mouse. J Comp Neurol 520:1424–1441. 10.1002/cne.22803 22102297

[B22] Esposito MS, Capelli P, Arber S (2014) Brainstem nucleus MdV mediates skilled forelimb motor tasks. Nature 508:351–356. 10.1038/nature13023 24487621

[B23] Friese A, Kaltschmidt JA, Ladle DR, Sigrist M, Jessell TM, Arber S (2009) Gamma and alpha motor neurons distinguished by expression of transcription factor Err3. Proc Natl Acad Sci U S A 106:13588–13593. 10.1073/pnas.0906809106 19651609PMC2716387

[B24] Giudicelli F, Gilardi-Hebenstreit P, Mechta-Grigoriou F, Poquet C, Charnay P (2003) Novel activities of Mafb underlie its dual role in hindbrain segmentation and regional specification. Dev Biol 253:150–162. 10.1006/dbio.2002.0864 12490204

[B25] Glover J (1995) Retrograde and anterograde axonal tracing with fluorescent dextran-amines in the embryonic nervous system. Neurosci Protoc 30:1–13.

[B26] Glover JC (2000a) Development of specific connectivity between premotor neurons and motoneurons in the brain stem and spinal cord. Physiolo Rev 80:615–647. 10.1152/physrev.2000.80.2.615 10747203

[B27] Glover JC (2000b) Neuroepithelial “compartments” and the specification of vestibular projections. Progr Brain Res 124:3–21. 10.1016/S0079-6123(00)24004-1 10943113

[B28] Glover JC, Petursdottir G (1988) Pathway specificity of reticulospinal and vestibulospinal projections in the 11-day chicken embryo. J Comp Neurol 270:25–38, 60–61. 10.1002/cne.902700104 3372737

[B29] Glover JC, Petursdottir G (1991) Regional specificity of developing reticulospinal, vestibulospinal, and vestibulo-ocular projections in the chicken embryo. J Neurobiol 22:353–376. 10.1002/neu.480220405 1890420

[B30] Grant GR, Farkas MH, Pizarro AD, Lahens NF, Schug J, Brunk BP, Stoeckert CJ, Hogenesch JB, Pierce EA (2011) Comparative analysis of RNA-Seq alignment algorithms and the RNA-Seq unified mapper (RUM). Bioinformatics 27:2518–2528. 10.1093/bioinformatics/btr427 21775302PMC3167048

[B31] Grillner S, Hongo T, Lund S (1970) The vestibulospinal tract: effects on alpha-motoneurones in the lumbosacral spinal cord in the cat. Exp Brain Res 10:94–120. 10.1007/BF00340521 5411977

[B32] Gross MK, Dottori M, Goulding M (2002) Lbx1 specifies somatosensory association interneurons in the dorsal spinal cord. Neuron 34:535–549. 10.1016/S0896-6273(02)00690-6 12062038

[B33] Hamburger V, Hamilton HL (1992) A series of normal stages in the development of the chick embryo. 1951. Dev Dyn 195:231–272. 10.1002/aja.1001950404 1304821

[B34] Hempel CM, Sugino K, Nelson SB (2007) A manual method for the purification of fluorescently labeled neurons from the mammalian brain. Nat Protoc 2:2924–2929. 10.1038/nprot.2007.416 18007629

[B35] Hernandez-Miranda LR, Müller T, Birchmeier C (2017) The dorsal spinal cord and hindbrain: From developmental mechanisms to functional circuits. Dev Biol 432:34–42. 10.1016/j.ydbio.2016.10.008 27742210

[B36] Hirsch M-R, Glover JC, Dufour HD, Brunet JF, Goridis C (2007) Forced expression of Phox2 homeodomain transcription factors induces a branchio-visceromotor axonal phenotype. Dev Biol 303:687–702. 10.1016/j.ydbio.2006.12.006 17208219

[B37] Hobert O (2008) Gene regulation by transcription factors and microRNAs. Science 319:1785–1786. 10.1126/science.1151651 18369135

[B38] Huppunen J, Wohlfahrt G, Aarnisalo P (2004) Requirements for transcriptional regulation by the orphan nuclear receptor ERRgamma. Mol Cell Endocrinol 219:151–160. 10.1016/j.mce.2004.01.002 15149736

[B39] Inamata Y, Shirasaki R (2014) Dbx1 triggers crucial molecular programs required for midline crossing by midbrain commissural axons. Development 141:1260–1271. 10.1242/dev.102327 24553291

[B40] Jessell TM (2000) Neuronal specification in the spinal cord: inductive signals and transcriptional codes. Nat Rev Genet 1:20–29. 10.1038/35049541 11262869

[B41] Kang BJ, Chang DA, Mackay DD, West GH, Moreira TS, Takakura AC, Gwilt JM, Guyenet PG, Stornetta RL (2007) Central nervous system distribution of the transcription factor Phox2b in the adult rat. J Comp Neur 503:627–641. 10.1002/cne.21409 17559094

[B42] Kania A, Johnson RL, Jessell TM (2000) Coordinate roles for LIM homeobox genes in directing the dorsoventral trajectory of motor axons in the vertebrate limb. Cell 102:161–173. 10.1016/S0092-8674(00)00022-2 10943837

[B43] Kasumacic N, Glover JC, Perreault MC (2010) Segmental patterns of vestibular-mediated synaptic inputs to axial and limb motoneurons in the neonatal mouse assessed by optical recording. J Physiol 588:4905–4925. 10.1113/jphysiol.2010.195644 20962007PMC3036187

[B44] Kasumacic N, Lambert FM, Coulon P, Bras H, Vinay L, Perreault MC, Glover JC (2015) Segmental organization of vestibulospinal inputs to spinal interneurons mediating crossed activation of thoracolumbar motoneurons in the neonatal mouse. J Neurosci 35:8158–8169. 10.1523/JNEUROSCI.5188-14.2015 26019332PMC4444539

[B45] Kessaris N, Magno L, Rubin AN, Oliveira MG (2014) Genetic programs controlling cortical interneuron fate. Curr Opin Neurobiol 26:79–87. 10.1016/j.conb.2013.12.012 24440413PMC4082532

[B46] Keynes R, Krumlauf R (1994) Hox genes and regionalization of the nervous system. Annu Rev Neurosci 17:109–132. 10.1146/annurev.ne.17.030194.000545 7911650

[B47] Kohl A, Marquardt T, Klar A, Sela-Donenfeld D (2015) Control of axon guidance and neurotransmitter phenotype of dB1 hindbrain interneurons by Lim-HD code. J Neurosci 35:2596–2611. 10.1523/JNEUROSCI.2699-14.2015 25673852PMC6605615

[B48] Lambert FM, Bras H, Cardoit L, Vinay L, Coulon P, Glover JC (2016) Early postnatal maturation in vestibulospinal pathways involved in neck and forelimb motor control. Dev Neurobiol 76:1061–1077. 10.1002/dneu.22375 26724676

[B49] Lu DC, Niu T, Alaynick WA (2015) Molecular and cellular development of spinal cord locomotor circuitry. Front Mol Neurosci 8:25. 10.3389/fnmol.2015.00025 26136656PMC4468382

[B50] Moens CB, Prince VE (2002) Constructing the hindbrain: insights from the zebrafish. Dev Dyn 224:1–17. 10.1002/dvdy.10086 11984869

[B51] Moran-Rivard L, Kagawa T, Saueressig H, Gross MK, Burrill J, Goulding M (2001) Evx1 is a postmitotic determinant of V0 interneuron identity in the spinal cord. Neuron 29:385–399. 10.1016/S0896-6273(01)00213-6 11239430

[B52] Moreno N, Bachy I, Rétaux S, González A (2005) LIM-homeodomain genes as territory markers in the brainstem of adult and developing *Xenopus laevis* . J Comp Neurol 485:240–254. 10.1002/cne.20498 15791640

[B53] Müller T, Brohmann H, Pierani A, Heppenstall PA, Lewin GR, Jessell TM, Birchmeier C (2002) The homeodomain factor lbx1 distinguishes two major programs of neuronal differentiation in the dorsal spinal cord. Neuron 34:551–562. 10.1016/s0896-6273(02)00689-x 12062039

[B54] Murray AJ, Croce K, Belton T, Akay T, Jessell TM (2018) Balance control mediated by vestibular circuits directing limb extension or antagonist muscle co-activation. Cell Rep 22:1325–1338. 10.1016/j.celrep.2018.01.009 29386118

[B55] Okaty BW, Sugino K, Nelson SB (2011) A quantitative comparison of cell-type-specific microarray gene expression profiling methods in the mouse brain. PloS One 6:e16493. 10.1371/journal.pone.0016493 21304595PMC3029380

[B56] Ooi L, Wood IC (2008) Regulation of gene expression in the nervous system. Biochem J 414:327–341. 10.1042/BJ20080963 18717648

[B57] Pasqualetti M, Díaz C, Renaud JS, Rijli FM, Glover JC (2007) Fate-mapping the mammalian hindbrain: segmental origins of vestibular projection neurons assessed using rhombomere-specific Hoxa2 enhancer elements in the mouse embryo. J Neurosci 27:9670–9681. 10.1523/JNEUROSCI.2189-07.2007 17804628PMC6672974

[B58] Patthey C, Clifford H, Haerty W, Ponting CP, Shimeld SM, Begbie J (2016) Identification of molecular signatures specific for distinct cranial sensory ganglia in the developing chick. Neural Dev 11:3. 10.1186/s13064-016-0057-y 26819088PMC4730756

[B59] Pattyn A, Hirsch M, Goridis C, Brunet JF (2000) Control of hindbrain motor neuron differentiation by the homeobox gene Phox2b. Development 127:1349–1358. 1070438210.1242/dev.127.7.1349

[B60] Pattyn A, Morin X, Cremer H, Goridis C, Brunet JF (1997) Expression and interactions of the two closely related homeobox genes Phox2a and Phox2b during neurogenesis. Development 124:4065–4075. 937440310.1242/dev.124.20.4065

[B61] Perreault MC, Glover JC (2013) Glutamatergic reticulospinal neurons in the mouse: developmental origins, axon projections, and functional connectivity. Ann N Y Acad Sci 1279:80–89. 10.1111/nyas.12054 23531005

[B62] Peterson BW, Coulter JD (1977) A new long spinal projection from the vestibular nuclei in the cat. Brain Res 122:351–356. 10.1016/0006-8993(77)90301-8 837234

[B63] Peterson BW, Maunz RA, Fukushima K (1978) Properties of a new vestibulospinal projection, the caudal vestibulospinal tract. Exp Brain Res 32:287–292. 10.1007/BF00239733 210030

[B64] Pierreux CE, Vanhorenbeeck V, Jacquemin P, Lemaigre FP, Rousseau GG (2004) The transcription factor hepatocyte nuclear factor-6/Onecut-1 controls the expression of its paralog Onecut-3 in developing mouse endoderm. J Biol Chem 279:51298–51304. 10.1074/jbc.M409038200 15381696

[B65] Pillai A, Mansouri A, Behringer R, Westphal H, Goulding M (2007) Lhx1 and Lhx5 maintain the inhibitory-neurotransmitter status of interneurons in the dorsal spinal cord. Development 134:357–366. 10.1242/dev.02717 17166926

[B66] Pla P, Hirsch MR, Le Crom S, Reiprich S, Harley VR, Goridis C (2008) Identification of Phox2b-regulated genes by expression profiling of cranial motoneuron precursors. Neural Dev 3:14. 10.1186/1749-8104-3-14 18565209PMC2441621

[B67] Robinson MD, McCarthy DJ, Smyth GK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B68] Schneider CA, Rasband WS, Eliceiri KW (2012) NIH Image to ImageJ: 25 years of image analysis. Nat Methods 9:671–675. 10.1038/nmeth.2089 22930834PMC5554542

[B69] Schubert FR, Dietrich S, Mootoosamy RC, Chapman SC, Lumsden A (2001) Lbx1 marks a subset of interneurons in chick hindbrain and spinal cord. Mech Dev 101:181–185. 10.1016/S0925-4773(00)00537-2 11231071

[B70] Shamboul KM (1980) Lumbosacral predominance of vestibulospinal fibre projection in the rat. J Comp Neur 192:519–530. 10.1002/cne.901920310 7419742

[B71] Shinoda Y, Sugiuchi Y, Izawa Y, Hata Y (2006) Long descending motor tract axons and their control of neck and axial muscles. Progr Brain Res 151:527–563. 10.1016/S0079-6123(05)51017-3 16221600

[B72] Sieber MA, Storm R, Martinez-de-la-Torre M, Müller T, Wende H, Reuter K, Vasyutina E, Birchmeier C (2007) Lbx1 acts as a selector gene in the fate determination of somatosensory and viscerosensory relay neurons in the hindbrain. J Neurosci 27:4902–4909. 10.1523/JNEUROSCI.0717-07.2007 17475798PMC6672097

[B73] Straka H, Baker R, Gilland E (2001) Rhombomeric organization of vestibular pathways in larval frogs. J Comp Neurol 437:42–55. 10.1002/cne.1268 11477595

[B74] Studer M, Pöpperl H, Marshall H, Kuroiwa A, Krumlauf R (1994) Role of a conserved retinoic acid response element in rhombomere restriction of Hoxb-1. Science 265:1728–1732. 10.1126/science.7916164 7916164

[B75] Süsens U, Hermans-Borgmeyer I, Borgmeyer U (2000) Alternative splicing and expression of the mouse estrogen receptor-related receptor gamma. Biochem Biophys Res Commun 267:532–535. 10.1006/bbrc.1999.1976 10631096

[B76] Suwa H, Gilland E, Baker R (1996) Segmental organization of vestibular and reticular projections to spinal and oculomotor nuclei in the zebrafish and goldfish. Biol Bull 191:257–259. 10.1086/BBLv191n2p257 29220250

[B77] Tsuchida T, Ensini M, Morton SB, Baldassare M, Edlund T, Jessell TM, Pfaff SL (1994) Topographic organization of embryonic motor neurons defined by expression of LIM homeobox genes. Cell 79:957–970. 10.1016/0092-8674(94)90027-2 7528105

[B78] Uchino Y, Kushiro K (2011) Differences between otolith- and semicircular canal-activated neural circuitry in the vestibular system. Neurosci Res 71:315–327. 10.1016/j.neures.2011.09.001 21968226

[B79] Wende H, Lechner SG, Birchmeier C (2012) The transcription factor c-Maf in sensory neuron development. Transcription 3:285–289. 10.4161/trns.21809 22889842PMC3630182

[B80] Wilson VJ, Yoshida M (1969) Comparison of effects of stimulation of Deiters’ nucleus and medial longitudinal fasciculus on neck, forelimb, and hindlimb motoneurons. J Neurophysiol 32:743–758. 10.1152/jn.1969.32.5.743 4309026

[B81] Yoshihara E, Wei Z, Lin CS, Fang S, Ahmadian M, Kida Y, Tseng T, Dai Y, Yu RT, Liddle C, Atkins AR, Downes M, Evans RM (2016) ERRγ is required for the metabolic maturation of therapeutically functional glucose-responsive β cells. Cell Metab 23:622–634. 10.1016/j.cmet.2016.03.005 27076077PMC4832237

[B82] Zhang C, Guo ZM (2015) Multiple functions of Maf in the regulation of cellular development and differentiation. Diabetes Metab Res Rev 31:773–778. 10.1002/dmrr.2676 26122665PMC5042042

[B83] Zhao Y, Kwan KM, Mailloux CM, Lee WK, Grinberg A, Wurst W, Behringer RR, Westphal H (2007) LIM-homeodomain proteins Lhx1 and Lhx5, and their cofactor Ldb1, control Purkinje cell differentiation in the developing cerebellum. Proc Natl Acad Sci U S A 104:13182–13186. 10.1073/pnas.0705464104 17664423PMC1941824

# Supplementary material for: Molecular Profiling Defines Evolutionarily Conserved Transcription Factor Signatures of Major Vestibulospinal Neuron Groups
**Source:** eNeuro. 2019 Feb 27;6(1):ENEURO.0475-18.2019. doi: 10.1523/ENEURO.0475-18.2019
**Supplement:** Figure 4-5 — Percentage of mouse LVST neurons immunopositive for a single Onecut TF. Percentage ± SD of mouse LVST neurons at indicated stages that were singly immunopositive for one (of two) Onecut factors. Oc, Onecut. Download Figure 4-5, DOCX file.

|  | **E13.5** | **E15.5** |
| --- | --- | --- |
| **Oc1 exclusive (vs Oc2)** | 7.2 ± 1.6 % | 5.8 ± 0.1 % |
| **Oc2 exclusive (vs O1)** | 2.3 ± 0.7 % | 2.7 ± 2.0 % |
| **Oc2 exclusive (vs Oc3)** | 3.5 ± 1.9 % | 3.3 ± 1.9 % |
| **Oc3 exclusive (vs Oc2)** | 2.1 ± 0.7 % | 4.6 ± 3.3 % |

How the deposited data were processed for this re-analysis (not part of the article)

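RNA from retrogradely labeled LVST and cMVST neurons and from control cells or tissue was measured in 17 mouse samples (E13.5) and 12 chicken samples (d7.5). The read counts were made by the authors before they were deposited: mouse reads were aligned to mm9 with RUM and counted per RefSeq transcript, and chicken reads were aligned to Galgal5 with STAR and counted per Ensembl gene. No normalization was applied to the deposited counts. The transcript lengths deposited beside them were used for TPM. Samples were grouped by their deposited labels; the chicken control, caudal in the labels and medial in the paper, was taken as the medial control.

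In the mouse, the transcript row with the highest total count stood for a gene. Of 21756 gene symbols, 3478 had several transcript rows, 644 had identical rows, and in 811 the longest transcript was another row. Reads were therefore not added up over isoforms. TPM was computed here as counts over length, scaled over the gene rows of a sample. Genes entered a comparison with more than 1 CPM in at least 3 of its samples, with totals over all deposited rows. A group whose samples all held at most 3 counts was treated as at the limit of detection, and a fold change against it is a lower bound.

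Groups were compared in R 4.3.3 with edgeR 4.0.16, using TMM scaling and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Standard errors were back-calculated from this test, as the absolute log2 fold change over the square root of its F statistic. The threshold was 0.05 for pairs of groups and 0.1 for the ANOVA-like contrasts, with a stricter set at 5e-04 and a log2 difference of 1. Each pair was fitted on its own samples, with the VS groups weighted equally against a control. Levels of single genes were compared with exact permutation tests of mean log2(TPM + 1), two-sided. The smallest possible p of these tests is 0.0119 for 6 against 3 samples and 0.0286 for 4 against 4. Samples were clustered with Ward linkage on 1 minus the Pearson correlation, and branches were compared with groups over 100000 permutations, one-sided. Lists were tested with camera in limma 3.58.1 on voom values, at an inter-gene correlation of 0.01; medians of lists are of the edgeR fold changes unless voom is named. The 8 tests of the stress and axotomy lists against or between controls were adjusted together, and all other list tests together as a separate set. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for clustering, tables and figures.

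The comparisons, the alternatives, the lists and the rule for named genes were set before the data were examined. Named genes were those the paper names and, for each comparison of LVST with cMVST, the 5 per direction with the largest fold change among genes past the threshold, without overlap between groups and with at least 10 mean CPM in the higher group. The preset lists were the stained TFs, the other TFs named (Evx1, Casz1, Myc and Phox2a), the genes outside the TFs named for the LVST group, the cMVST group or both, immediate-early and stress genes, axotomy genes, transmitter genes, and markers of cycling progenitors, radial glia, erythroid cells and meninges or vessels, and sex-linked genes. The alternatives were DESeq2's size factors, no filter beyond 1 count, filterByExpr, edgeR's likelihood ratio test, DESeq2 1.42.0, limma's voom with weights per group, the replicate number as a block, all groups of the species in the fit, and leaving out each sample in turn; for clustering, other pseudocounts, linkages, correlations and gene sets; for lists, fry and an estimated correlation. Chosen after the data were seen were the longest transcript per gene, the filter with totals over 1 row per gene, and clustering over genes counted in every sample.

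The tests were tested on simulated data with the depths of these samples and the fitted trend of dispersion over expression. This trend was shared by all groups, so the spread of single genes or of single groups was not simulated. Changed genes were drawn among the more highly expressed ones. Of 200 genes changed by a log2 of 2, the comparison of LVST with cMVST recovered 83 in the mouse and 31 in the chicken, and 8.79% and 6.06% of the calls were of unchanged genes. Against the medial control 137 and 68 were recovered, against the caudal control 119, and between the controls 151. Mouse TFs were not counted as a set, since the copy of their table is partial. Chicken POU3F1 and PHOX2A were not analysed here. Results of some named genes, and of a further preset list, are not reported here. Coordinates are of mm9 and are given for the 32 of 35 mouse named genes with a single entry in the annotation.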

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

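The tests of genes detected per branch, of other cell types and of the library of medial control replicate 1 were chosen only after the result was seen.

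A sample far from the others of its group was found in 20 of the groups of values tested, which were 189 groups of named-gene levels and 18 of library measures. The nominal rate of the test, 1 in 20, gives about 10.3. Over all genes, 3 samples each passed that rate alone: mouse medial control replicate 1 (12.99%), chicken LVST replicate 4 (5.085%) and chicken cMVST replicate 4 (6.118%). The other samples tested were each at most at 4.684%. The 20 are therefore not shown to exceed the background of these samples. In 9 of the 20, all other samples of the group held at most 3 counts. Among these in the mouse LVST group were Lhx1 in replicate 1 (1.393 TPM) and C1ql3 in replicate 5 (0.06046 TPM, 1 count). Chicken cases were LHX5 in LVST replicate 3 (4.606 TPM), SUSD5 in LVST replicate 3 (2.427 TPM), and SLC32A1 (3.235 TPM), PTPRK (1.939 TPM) and PLCL1 (0.2058 TPM) in cMVST replicate 4. Carry-over of single cells into a sorted sample was not tested, and no biological explanation was tested.

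Lbx1 was lowest in mouse LVST replicate 5 (0.664 TPM, against 19.0 TPM or more in the others), and Sst was highest there (22.67 TPM, against at most 2.217 TPM). Myc was lowest in LVST replicate 4 (267.2 TPM) and Slc32a1 in caudal control replicate 2 (21.88 TPM). In the chicken medial control, ONECUT1 was highest in replicate 1 (53.98 TPM), and LHX5 (35.39 TPM) and CALB2 (29.65 TPM) were lowest in replicate 4. No explanation of these was tested.

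In the mouse medial control, replicate 1 stood apart for Onecut2 (180.9 TPM, highest), Lhx1 (31.95 TPM, lowest), Ntng2 (3.655 TPM, lowest) and Lrig3 (7.588 TPM, lowest). Replicate 1 was the sample far from the others in 12.99% of 13841 genes, against 0.311 to 0.665% for the other 3 medial samples. A candidate explanation is therefore a library that differs from its group across many genes; a difference in the dissected tissue was not tested and stays open.

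The difference between LVST and cMVST groups, in log2(TPM + 1), was compared between mouse and chicken for 26 genes by permuting the group labels within each species. It differed for Tll1 by 3.63, Sema5a by -5.81, Slc32a1 by -3.47, Ntng2 by 5.44 and Cdh22 by 3.83, with two-sided exact permutation p-values between 0.00408 and 0.0109. For Lbx1 the difference was 4.50 (two-sided exact permutation p = 0.0119), but LBX1 had no count in any chicken sample, so this test repeats that of the mouse and says nothing on a difference between the species. The adjusted p was 0.0516 for each, so 0 of the 26 passed a threshold of 0.05 after adjustment and 6, Lbx1 among them, did before it. The species differ in aligner, annotation and gene models as well, so a difference of species cannot be told apart from these.

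Genes that the paper does not discuss were above every control sample in 10 of 14 cases. In the mouse LVST group these were Pi15 (6.512 TPM, against at most 0.982 TPM in a control sample), Stra6 (24.21 against 23.2 TPM) and Tnfaip8 (24.68 against 5.21 TPM). In the mouse cMVST group they were Pter (94.83 against 72.3 TPM) and C1ql3 (134.2 against 104 TPM). In the chicken LVST group they were GFRA2 (31.57 against 23.8 TPM) and OTOF (18.73 against 3.49 TPM), and in the chicken cMVST group SUSD5 (196.1 against 8.17 TPM), TOX3 (78.43 against 48.3 TPM) and CALD1 (107.3 against 57.2 TPM). These are group means against single control samples. Samples of the higher group ranged from 4.85 to 85.5 TPM for Stra6, from 95.3 to 155 TPM for C1ql3 and from 4.18 to 66.6 TPM for GFRA2. For these genes the lowest sample was below the highest control sample. The 14 genes were taken for their difference between the VS groups, so a test of that difference on the same samples is not independent. Neither a technical nor a biological explanation was tested.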

How the results depend on the processing

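The longest transcript per gene, the filter with totals over 1 row per gene and the clustering over genes counted in every sample were chosen only after the result was seen.

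The mouse comparison of LVST with cMVST gave 136 genes, and 474 with edgeR's likelihood ratio test, 585 with DESeq2, 70 with voom (11 higher and 59 lower in the LVST group, against 69 and 67) and 740 with all groups in the fit. The chicken comparison gave 30, and 129 without a filter, 146 with the likelihood ratio test, 194 with DESeq2, 59 with voom and 132 with all groups. The 4 chicken TFs became 12, 16, 19, 8 and 17 under these settings, in that order. For the VS groups against the medial control, voom gave 5666 mouse and 4587 chicken genes, and against the caudal control all groups in the fit gave 2277. That fit gave 1297 genes between the controls. The strict ANOVA-like genes were 2206 with the likelihood ratio test, 1876 with DESeq2 and 1974 with voom in the mouse, and 1053, 619 and 508 in the chicken. Voom gave 67 genes higher in both VS groups than in both controls. Without a filter, 32.6% of the mouse and 25.3% of the chicken genes that differed from the medial control were higher in the VS groups, against 44.6% and 35.7%. The cause was not tested. DESeq2's size factors, filterByExpr, the longest transcript per gene and the filter with totals over 1 row per gene kept every count within 1.5 times.

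Across the fits that each left out 1 sample, the counts ranged from 83 to 159 (mouse LVST against cMVST), 16 to 32 (chicken), 1117 to 2013 (chicken VS against medial control), 520 to 1144 (mouse VS against caudal control), 1954 to 4393 (between controls), 317 to 680 (mouse strict), 89 to 155 (higher in both VS groups), 1444 to 2773 (chicken ANOVA-like) and 12 to 64 (chicken strict). Fewer samples were fitted there. The counts of 6000 mouse ANOVA-like genes and 3602 mouse genes against the medial control stayed within 1.5 times, between 4625 and 6655 and between 2410 and 3910.

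Samples of the groups share replicate numbers, which were not taken to pair them: deviations from the group means of same-numbered samples correlated between 0.00104 and 0.219 for chicken LVST and cMVST and between -0.0756 and 0.0619 in the mouse. The paper states that caudal control samples came from the same preparations as LVST samples, without saying whether the numbers match. For these groups the correlations were between 0.0880 and 0.150, over 0.1 in 2 of 4 pairs, with a mean of 0.116 against -0.0234 for samples of different number, so a pairing of LVST and caudal control samples stays open. With the replicate number as a block, the counts were 56 (chicken LVST against cMVST), 2113 (between controls), 317 (mouse strict) and 101 (chicken strict), and within 1.5 times of the count without it for the other comparisons, among them 910 for the mouse VS groups against the caudal control. Under the block the log2 fold changes of Maf (-0.11), ONECUT3 (-0.21) and CALB2 (0.36) reversed, and Lbx1, Onecut1, Onecut2 and Slc32a1 were no longer past the threshold.

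Of 61 named genes, DESeq2's size factors left 1 weaker, the likelihood ratio test 4 stronger and all groups in the fit 1 weaker and 4 stronger; DESeq2 made 7 of 59 stronger. Of the fits without 1 sample, 461 were the same, 34 weaker and 3 reversed, and 24 gave no value for a gene because it did not pass the filter. These were the 3 fits without a cMVST sample for mouse Lhx1, Lhx5, Foxp2, Evx1, Slc32a1, Pter and C1ql3, where genes near 0 in the LVST group cannot reach 3 samples, and 3 fits for CALB2. The counts of genes without a mouse cMVST sample lack such genes as well. Reversed were Esrrg without cMVST replicate 3 (log2 fold changes over the fits from -0.0924 to 0.74), Onecut3 without cMVST replicate 1 (from -1.03 to 0.0699) and ESRRG without LVST replicate 1 (from -0.58 to 0.0398). Mean TPM of the stained TFs moved by at most 1 SD in all settings tried.

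The mouse clustering index ranged from 0.481 to 1, and the chicken clustering reversed, to an adjusted Rand index of -0.0142, with average linkage and, equally, over genes counted in every sample, and rose from 0.437 to 0.571 over the 2000 genes of highest variance. The camera result for immediate-early and stress genes changed direction under fry, with adjusted p-values of 0.536 (mouse VS against medial control), 0.0194 (chicken) and 0.756 (mouse VS against caudal control). For axotomy genes fry gave 0.0194 in the chicken VS groups against the medial control (lower) and 0.0194 in the mouse VS groups against the caudal control (higher), past the threshold that camera did not pass. The cause was not tested.

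In simulated data the chicken comparison of LVST with cMVST recovered 15.5% of changed genes, fewer than the other comparisons. Whether depth, number of samples or spread between replicates set this was not tested, and a chicken gene without a call is not shown to be unchanged.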

Differences from the paper's values

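No test in this part was chosen after the result was seen. The paper gives a lowest depth of 19M reads per sample. The lowest number of counts over all deposited rows was 5.308M, in chicken cMVST replicate 1. Over the gene rows used here it was 4894187, in mouse caudal control replicate 3. The paper's measure is of reads, and these are of counts on genes. No alternative was set for these values before the data were examined.

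The paper lists Calb2 among the genes higher in mouse LVST samples. Its log2 fold change was positive and its adjusted p was 0.197; it passed the threshold of 0.05 with DESeq2 (0.0144). The paper names Ntng2 as enriched in both VS groups over controls; between cMVST and the medial control its adjusted p was 0.110.

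The paper describes clustering that followed labeled identity or origin. In the tree here, mouse cMVST replicate 2 stood alone and the other cMVST samples were with the LVST samples, and each mouse group had its own branch with a pseudocount of 0.1 or the 2000 genes of highest variance. In the chicken, LVST replicates 3 and 4 were on a branch with cMVST samples in each setting tried.

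The paper names chicken TFs by an ANOVA-like FDR under 0.01, and EVX1 and EVX2 were under it here as well (adjusted p 0.00259 and 0.00430). In the pairwise test of LVST against cMVST, which the paper does not give for them, their adjusted p-values were 0.0571 and 0.170. They passed 0.05 with edgeR's likelihood ratio test, DESeq2 and all groups in the fit. The paper states that some mouse differences were similar in the chicken without naming them; CBLN4 had an adjusted p of 0.207 there and passed with the likelihood ratio test and DESeq2.

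The chicken TPM values of the stained TFs were 1.18 to 1.54 times the paper's (median 1.41, over values of at least 5 in the paper). The difference exceeded the larger SD for FOXP2 in the cMVST group (91.8 TPM against the paper's 65) and for none of the others. For MAF the paper's values are 55 and 82 TPM in the LVST and cMVST groups, against 76.8 and 116 TPM here. In the paper's table of chicken TFs, 268 of 621 transcript lengths were shorter than those used here. Mouse values were 0.903 to 1.0 times the paper's.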

Other observations

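The tests of other cell types, of genes detected per branch and of the medial control library were chosen only after the result was seen.

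For each count of genes, other divisions of the same samples into groups of the same sizes were fitted. In 1 of 100 divisions, the real one, were there as many ANOVA-like genes, strict genes in either species, mouse genes higher in both VS groups, or genes in the VS groups against the medial or the caudal control. The same held in 1 of 84 for mouse LVST against cMVST, and in 1 of 35 for chicken LVST against cMVST, the chicken TFs and the 2 controls. The cross-species Spearman correlation was as large in 20 of 35 divisions of the chicken samples.

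Immediate-early and stress genes had a median log2 fold change of 0.74 in the mouse VS groups against the medial control, which 1 of 100 divisions reached, and -0.13 in the chicken, which 46 of 100 reached; with genes at the limit of detection at their bound the chicken median was 0.06. Against the caudal control it was -0.23 (52 of 100), and between caudal and medial controls 1.20 (1 of 35). In these comparisons the camera test passed no threshold: adjusted p was 0.588 between the controls, which tests dissociation and sorting, and 0.762 between VS groups and caudal control, which tests axon transection and labeling. Between the controls 25 of 27 genes were higher in the sorted caudal cells in the edgeR fit, but 14 were higher and 13 lower in the voom values that camera tested, with a median of 0.19 against -0.14 for all genes, so the shift depends on the fit. The 2 controls also differ in position and cell types, so dissociation and sorting cannot be told apart from a difference in tissue. Against the caudal control 12 genes were higher in the VS groups and 16 lower (14 and 14 in the voom values), which leaves axon transection and labeling open as well. The caudal control also held other cell types, so this comparison does not isolate axon transection and labeling. Between the mouse LVST and cMVST groups the list was lower in the LVST group (median log2 fold change -0.48, adjusted camera p 0.0493), which did not hold under fry (0.226) or with an estimated correlation (0.303).

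Axotomy genes had median log2 fold changes of -0.51 in the mouse (6 of 100 divisions as far from 0) and -0.67 in the chicken (3 of 100) against the medial control, -0.03 against the caudal control (94 of 100) and -0.32 between the controls (11 of 35). In the voom values the median against the caudal control was 0.70, against -0.18 for all genes, and the list was higher in the VS groups under fry (adjusted p 0.0194) but did not pass with camera (0.135).

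Genes of other cell types were lower in the mouse VS groups than in the medial control. The adjusted camera p was 8.26e-09 for cycling progenitors, 1.79e-09 for radial glia, 2.12e-08 for erythroid cells and 2.18e-06 for meninges or vessels, and each held under fry and with an estimated correlation. Their median log2 fold changes were -9.30, -6.85, -10.61 and -7.71, and -4.81, -6.47, -7.23 and -4.66 with genes at the limit of detection at their bound. All 10, 9, 7 and 6 genes tested were lower; 8, 9, 7 and 6 passed the threshold over all genes and 9, 9, 7 and 6 over the list alone. Fabp7 was at 10900 TPM in the medial control, 2442 TPM in the caudal control, 29.5 TPM in the LVST group and 385 TPM in the cMVST group, Hbb-y at 1467, 3086, 0.0515 and 0 TPM, and Vim at 1274, 607, 262 and 53.4 TPM. Genes of cycling progenitors and of radial glia were also lower in the VS groups than in the caudal control (adjusted camera p 7.36e-09 and 1.35e-10). A candidate explanation of part of the genes lower in the VS groups is other cell types in either control. Progenitors and glia are also part of the hindbrain tissue.

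Transmitter genes were lower in the VS groups than in the medial control in 9 of 10 genes tested in each species (adjusted camera p 7.04e-06 in the mouse and 3.69e-07 in the chicken). Sex-linked genes, compared by their medians, had log2 fold changes of -3.70 against the mouse medial control and 1.99 between mouse LVST and cMVST. The paper states that animals of either sex were used, and no sex was found for single samples. Phox2a was higher in mouse LVST than cMVST samples by a log2 fold change of 4.72 (adjusted p 0.242), and passed 0.05 with DESeq2 (0.0427) and all groups in the fit (0.0341), in a range from 0.0341 to 0.475 over 5 alternatives.

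The chicken branch of LVST replicates 3 and 4 with cMVST replicates 1, 3 and 4 held 9922 to 12118 detected genes per sample, and the branch of LVST replicates 1 and 2 with cMVST replicate 2 held 8234 to 9297 (two-sided exact permutation p = 0.0179, the smallest of 56 assignments). Over genes counted in every sample the adjusted Rand index was -0.0142, so the groups were not on a branch each there either. Whether the number of genes detected drives the shared branches cannot be told apart from other differences between the samples.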
